# Overlapping *Podospora anserina* Transcriptional Responses to Bacterial and Fungal Non Self Indicate a Multilayered Innate Immune Response

**DOI:** 10.3389/fmicb.2016.00471

**Published:** 2016-04-19

**Authors:** Marina Lamacchia, Witold Dyrka, Annick Breton, Sven J. Saupe, Mathieu Paoletti

**Keywords:** bacterial fungal interaction, vegetative incompatibility, *Podospora anserina*, *Serratia marcescens*, *Serratia fonticola*, transcriptional response

## Abstract

Recognition and response to non self is essential to development and survival of all organisms. It can occur between individuals of the same species or between different organisms. Fungi are established models for conspecific non self recognition in the form of vegetative incompatibility (VI), a genetically controlled process initiating a programmed cell death (PCD) leading to the rejection of a fusion cell between genetically different isolates of the same species. In *Podospora anserina* VI is controlled by members of the *hnwd* gene family encoding for proteins analogous to NOD Like Receptors (NLR) immune receptors in eukaryotes. It was hypothesized that the *hnwd* controlled VI reaction was derived from the fungal innate immune response. Here we analyze the *P. anserina* transcriptional responses to two bacterial species, *Serratia fonticola* to which *P. anserina* survives and *S. marcescens* to which *P. anserina* succumbs, and compare these to the transcriptional response induced under VI conditions. Transcriptional responses to both bacteria largely overlap, however the number of genes regulated and magnitude of regulation is more important when *P. anserina* survives. Transcriptional responses to bacteria also overlap with the VI reaction for both up or down regulated gene sets. Genes up regulated tend to be clustered in the genome, and display limited phylogenetic distribution. In all three responses we observed genes related to autophagy to be up-regulated. Autophagy contributes to the fungal survival in all three conditions. Genes encoding for secondary metabolites and histidine kinase signaling are also up regulated in all three conditions. Transcriptional responses also display differences. Genes involved in response to oxidative stress, or encoding small secreted proteins are essentially expressed in response to bacteria, while genes encoding NLR proteins are expressed during VI. Most functions encoded in response to bacteria favor survival of the fungus while most functions up regulated during VI would lead to cell death. These differences are discussed in the frame of a multilayered response to non self in fungi.

## Introduction

All living organisms have developed mechanisms to perceive and respond to non self. Recognition can be conspecific, between individuals of the same species, or heterospecific in the context of host/pathogen or host/symbiont interactions. Fungi display a whole range of beneficial or detrimental heterospecific interactions, with plants, animals, other fungi, bacteria, or viruses. In particular, Bacterial Fungal Interactions (BFI) have been extensively studied in different contexts (Frey-Klett et al., 2011), including situations where fungi are targeted by pathogenic bacteria (Leveau and Preston, 2008). However, fungal immune receptors remain largely uncharacterized and the fungal reaction to bacterial pathogens is only beginning to be investigated at the molecular and transcriptional level. Large scale transcriptomic analysis of BFI include pathogenic interactions between *Aspergillus niger* and *Collimonas fungivorans* (Mela et al., 2011) or *Rhizoctonia solani* with *Serratia* species (Gkarmiri et al., 2015), cooperative interaction between *A. niger* and *Bacillus subtillis* (Benoit et al., 2015) or comparative analysis of different behaviors between *Laccaria bicolor* and three different bacterial species (Deveau et al., 2015). Fungi also display a con-specific non self recognition mechanism called vegetative incompatibility (VI) which is genetically controlled and leads to the rejection of conspecific non self generated by anastomosis between genetically different isolates of the same species. Co-expression in the same cytoplasm of incompatible alleles of so-called *het* genes initiates the VI reaction that culminates with a programmed cell death (PCD) reaction of the fusion cell, thereby maintaining different isolates separated (Glass et al., 2000; Saupe, 2000). VI has been shown to be selectively advantageous in some circumstances as it can restrict resource plundering (Debets and Griffiths, 1998), horizontal propagation of cytoplasmic viruses (Choi et al., 2011), or deleterious plasmid (Debets et al., 2012). *het* genes have been characterized in three fungal species, *Podospora anserina, Neurospora crassa*, and *Cryphonectria parasitica* (Saupe, 2000; Choi et al., 2011). Although not related in sequences, these genes always display a high degree of allelic polymorphism.

STAND proteins are tripartite signal transduction proteins (Leipe et al., 2004), and in plants and animals the vast majority of STAND proteins are innate immune receptors, including NOD like receptors in animals and NB-LRR resistance proteins in plants (Rairdan and Moffett, 2007). Plant innate immune response is a multilayered process. A first line of defense called Pattern Triggers Immunity (PTI) is initiated upon recognition of conserved pathogen molecular markers. Adapted pathogen then develop effecters whose functions are to alter components of the innate immune response, and NB-LRR receptors in turn recognize these effecters to initiate the Effecter Triggered Immunity (ETI). Detection of pathogens effecters occurs either by direct interaction with the NB-LRR receptors, but most frequently NB-LRR receptors sense alterations of host proteins as a consequence of the effecters action in a model known as guardian guardee (Jones and Dangl, 2006) recently reviewed (Khan et al., 2016). This model has also been described for animal NOD like receptors (Ferrand and Ferrero, 2013). Fungal genomes do not encode for NB-LRR proteins (Soanes and Talbot, 2010; Dyrka et al., 2014) but instead encode for a great diversity of STAND proteins (Dyrka et al., 2014). Some of the protein domains constituting fungal STAND proteins display phylogenetic relationship to domains involved in immunity in plant and mammals, including the central nucleotide binding NACHT domain (Koonin and Aravind, 2000), or the N terminal HET domain related to plant and animal TIR domain (Dyrka et al., 2014). Interestingly some *het* genes in *P. anserina* and *C. parasitica* encode for proteins of the STAND family (Saupe et al., 1995; Choi et al., 2011). In *P. anserina het-d* and *het-e*, members of the *hnwd* gene family encoding STAND proteins (Paoletti et al., 2007), form non allelic incompatibility systems with *het-c* encoding a glycolipid transfer protein (Saupe et al., 1994). *het-c* and *hnwd* genes are subjected to positive diversifying selection (Chevanne et al., 2010; Bastiaans et al., 2014), which can be best explained in the context of and evolutionary arms race with pathogens. In addition, by many aspects VI is analogous to hybrid necrosis in plants, a plant auto-immune disease associated with NR-LRR immune receptors (Bomblies et al., 2007). These observations lead to the proposition that VI in *P. anserina* was derived from the *P. anserina* innate immune system (Paoletti and Saupe, 2009). In this hypothesis HET-c protein would be under the surveillance of HNWD innate immune receptors in the frame of the guardian guardee model (Jones and Dangl, 2006). Accordingly HET-c protein would be targeted by pathogen effecters and HNWD receptors recognize these alterations. Pathogen driven fast evolution of *hnwd* (Paoletti et al., 2007) and *het-c* (Bastiaans et al., 2014) genes would occasionally generate incompatible combinations of alleles maintained for VI. In a similar fashion *acd11*, an *A. thaliana* homolog of *het-c*, encodes a protein proposed to be under the surveillances of the NB-LRR receptor LAZ5 (Palma et al., 2010). This model has several implications, including the fact that HET-c contributes to the defense response against non self, and also that immune response to pathogens and VI reactions induce similar responses. To assess this model we have selected two related bacterial species, *Serratia marcescens* and *S. fonticola*, that trigger a reaction in *P. anserina* WT isolates that is altered in a Δ*het-c* knock out mutant. Briefly Δ*het-c* mutants appear more sensitive than wt *P. anserina* to both bacterial species, the full description of the selection process will be presented elsewhere. Here we describe the interactions of WT *P. anserina* to the two *Serratia* species that result either in death or survival of the fungus. We also report the *P. anserina* transcriptional responses to these bacteria as analyzed by a RNA-seq approach. We compare these responses to the STAND triggered VI reaction. While the transcriptional responses to bacteria significantly overlap with the VI reaction in different aspects they also display specificities. These results are discussed in the frame of a multilayered fungal response to heterospecific non self.

## Materials and methods

### Strains and culture conditions

The WT *P. anserina* strain Cs is almost isogenic to the strain whose genome was sequenced (Espagne et al., 2008), except for the *het-s* VI locus. Pa-ATG8-GFP, IDI-GFP, and IDI2-GFP as well as confocal microscopy methods were described previously (Dementhon et al., 2003; Pinan-Lucarré et al., 2003). *S. fonticola* was isolated from compost and identified by PCR amplification and sequencing of 16S ribosomal DNA encoding region. *S. marcescens* DB11 strain was a kind gift from D. Ferrandon's lab.

For confrontation assays six spots of 10 μl of a bacterial suspension from a fresh pre culture (OD600 nm = 1) were laid on top of a corn meal agar plate, and six plugs of fungal mycelium were laid about 1 cm from the bacterial spots. The cultures were left to grow at 26°C in the dark. For transfer assays fungal cultures were set up on cellophane stripes on corn meal agar, and bacterial cultures were set up independently as three rows of 10 μl spots (OD600 nm = 1) on the same medium at 26°C in the dark. After 48 h incubation, cellophane stripes were transferred onto bacteria seeded plates between rows of bacterial spots.

### RNA extraction

After 2 or 6 h incubation, the mycelium ware scraped off the cellophane and freeze dried for 48 h. RNA was extracted with Qiagen RNA plant minikit and DNAse treated. As control RNA was extracted from fungal mycelium transferred to bacteria free plates. For the VI condition a self-incompatible thermosensitive strain was grown on corn meal agar and treated as described (Bidard et al., 2013). All experiments were duplicated.

### RNA-Seq and differential expression analysis

cDNA library construction and sequencing, mapping to *P. anserina* annotated genes and differential expression analysis were performed by Beckman Coulter Genomics using the Trinity pipeline. We selected genes with a log_2_FC > 2 and *p* < 0.01 for further analysis.

### Sequence analysis

Gene Ontology (GO) assignation (https://www.blast2go.com/), Pfam annotation (http://pfam.xfam.org/), and promoter sequence analysis (http://genie.dartmouth.edu/scope/) were performed with default cut off values. Two tails Fisher's or Chi2 statistical tests were conducted when required. Orthologous genes were identified as reciprocal best hits.

### Versatility of *P. anserina* genes

Versatility of *P. anserina* genes assignment depends on the number of Blastp hit results against NCBI nr database obtained at the genus level by their translation products. For each *P. anserina* protein we counted the number of Blastp hit (cut off: *p* < ^*1e-*5^). Genes whose products result in a single hit (itself) are categorized as orphans, while genes having an ortholog in *S. cerevisiae* are considered as part of the fungal core genome. The remaining genes are arranged in versatility bins numbered one to 10 of about 670 genes each, depending on the increasing number of hits, so that genes in the lower numbered categories produced the fewer hits. Genes were then assigned a versatility index, set to 0 for orphans, 11 for genes belonging to the fungal core genome, and the bin number for the remaining genes. A sliding window analysis of the distribution of gene versatility along chromosomes was performed with a window size of 100 genes. Regions of high versatility level correspond to contiguous genes with versatility value below average versatility minus standard deviation for the whole chromosome.

### Confocal imaging and cell death quantification

Light and fluorescent observations were performed on a Leica DRMXA confoncal microscope. Cell death was measured as described previously after staining with the Evans blue vital dye (Pinan-Lucarré et al., 2005), basically comparing the length of dead to living fungal hyphae.

### ROS detection

The fungus was soaked in a solution of nitrotetrazolium blue chloride (NBT, 250 μg/ml) for 20 min, washed extensively with water before observing under the microscope. NBT forms a blueish precipitate in presence of ROS.

## Results and discussion

### Phenotypic characterization of *P. anserina* response to *Serratia* species

In a confrontation assay against *S. marcescens* or *S. fonticola, P. anserina* grew normally away from the bacterial colony, but growth toward the bacterial colony soon stopped before contact was made. Where the edge of the fungal colony appears almost linear in confrontation to *S. fonticola*, it appears altered in confrontation to *S. marcescens* (Figure 1A). After 2–3 days growth resumed in the confrontation to *S. fonticola* and the fungal colony eventually covered the bacterial colony. In the confrontation to *S. marcescens* growth did not resume. Fungal growth arrest in confrontation with *Serratia* species has already been reported (Li et al., 2015). Fungal cell morphology was altered in confrontation to both bacteria, with an intense vacuolization, apical cell swelling, and occasional cell death (Figures 1B–E). These phenotypes appeared more pronounced in confrontation to *S. marcescens*. We also observed the induction of autophagy as indicated by the vacuolar localization of Pa-GFP-ATG8, along with the expression of IDI1-GFP and IDI-2-GFP, two small secreted proteins induced during VI and believed to act as defensins (Figures 1F–K; Bourges et al., 1998; Dementhon et al., 2003). During VI IDI1-GFP and IDI2-GFP are localized to the membrane, while in response to bacteria they appear vacuolar, which could be a consequence of bacterial toxins altering the *P. anserina* secretory pathway (Guichard et al., 2014). These phenotypes decrease in intensity as observations are made further away from the colony edge, and are not observed in fungal cells growing opposite from the bacterial colony (Figures 1L,M).

**Figure 1:**
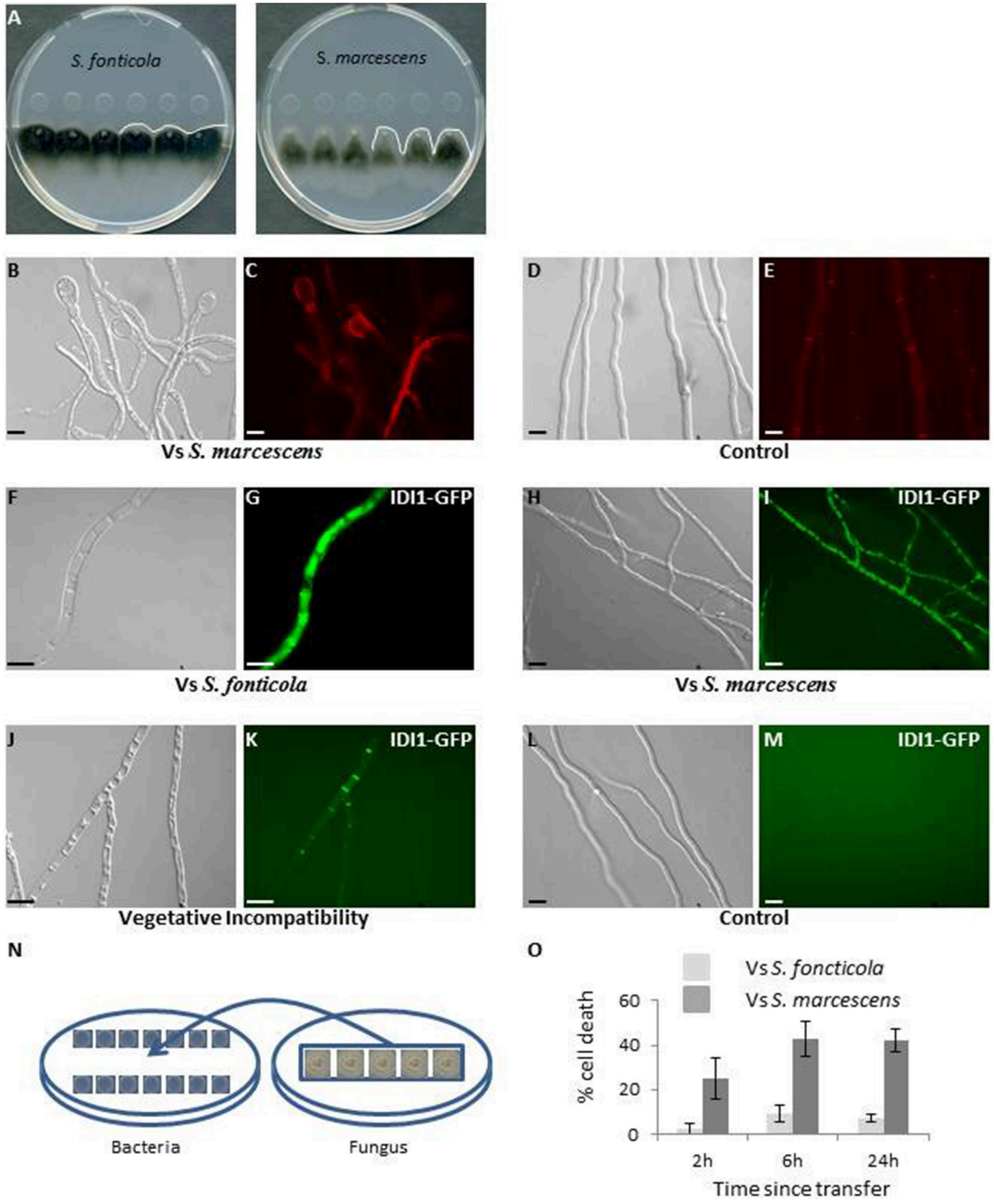
**Phenotypic characterization of the interaction between *P. anserina* and *S. fonticola* or *S. marcescens*. (A)** Confrontation assay against *S. fonticola* and *S. marcescens*. Fungal growth toward the bacterial colonies stops before contact is made. Fungal colony edge appears linear in confrontation to *S. fonticola* and is altered in confrontation to *S. marcescens*. The white line delineates the fungal colony edge. **(B)** Fungal cell morphology appears altered on the side of the bacterial colony, especially at apices, with cells swelling in confrontation with both bacterial species, here *S. marcescens*. **(C)** Cell death is observed by Evans Blue staining in confrontation with both bacteria. **(D)** Cell morphology and **(E)** Evans Blue staining in absence of bacteria. **(F–K)** Large vacuoles **(F,H,J)** and expression of IDI1-GFP **(G,I,K)** are observed in presences *S. fonticola* **(F,G)** or *S. marcescens* **(H,I)**, or during the VI reaction **(J,K)** but not in cells growing away from the bacterial colony **(L,M)**. Scale bars = 10 μm. The same induction of expression and localization is observed for Pa-GFP-ATG8 and IDI2-GFP proteins (not shown). **(N)** In the transfer assay, bacteria and *P. anserina* (on cellophane stripes) are grown for 48 h on separate plates, and the fungus is then transferred onto the bacteria seeded plates, setting the initial time point of the reaction. **(O)** Estimation of the fungal cell death level after transfer to *S. fonticola* or *S. marcescens* seeded plates.

We also developed a transfer assay where *P. anserina* mycelium is grown on cellophane stripes on a bacteria free medium before transfer onto a bacteria seeded medium (Figure 1N). This transfer assay results in induction of a response in the entire mycelium as revealed by monitoring induction of IDI1-GFP, IDI2-GFP, and autophagy. This assay also allows for the timing of the response. We estimated *P. anserina* cell death level over time (Pinan-Lucarré et al., 2005). Transfer to *S. fonticola* seeded plates resulted in a low (<10%) and transient level of cell death while transfer to *S. marcescens* seeded plates lead rapidly to a considerable level of cell death (>40%; Figure 1O). Taken together these results indicated that *P. anserina* was resistant to *S. fonticola* but sensitive to *S. marcescens* in our conditions.

### High numbers of genes up and down regulated

Using a RNA-seq approach we analyzed *P. anserina* transcriptional response 2 and 6 h after transfer to *S. marcescens* or *S. fonticola* seeded plates compared to a control response after transfer to bacteria free plates. 

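The data examined here are 12 libraries in 6 groups of 2. They come from mycelium taken 2 h after transfer to bacteria free plates (control), 2 h or 6 h after transfer to S. fonticola or S. marcescens seeded plates, and from the VI condition. The paper gives 48 h of growth before transfer and the sample labels give 3 days, at 26 °C. The deposited values are expected counts of reads per gene, obtained by the authors with Bowtie and RSEM. Library totals were 3689169 and 3964831 for control, 3353339 and 2687532 for S. fonticola 2 h, 5869056 and 4871607 for S. fonticola 6 h, 1551855 and 1458322 for S. marcescens 2 h, and 3917152 and 5192854 for S. marcescens 6 h. After removal of genes with too few counts 9201 genes were tested. All 12 libraries were fitted together with edgeR's quasi-likelihood test, and a gene was called when its p-value adjusted by Benjamini-Hochberg was below 0.01 with an absolute log2FC above 1. Errors after ± are standard errors of the log2FC. The 2 control libraries differed from each other more than the pair of any other group: the standard deviation of their log2 difference was 0.919, against 0.431, 0.300, 0.583 and 0.351 for the 4 bacterial pairs and 0.349 for VI. Every comparison with control uses these 2 libraries, and the control was taken at 2 h also for the 6 h groups. With no control at 6 h, changes at 6 h or between the times cannot be told apart from effects of time after transfer. The paper states only that experiments were duplicated, so the spread between libraries, on which the p-values rest, may be technical. That spread is estimated for each gene over all 6 groups together. Within the control pair it was larger, with a median biological coefficient of variation of 0.39 against 0.0821 to 0.163 in the other groups. The p-values and standard errors of comparisons with control may thus be too small.

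**Figure D1:**
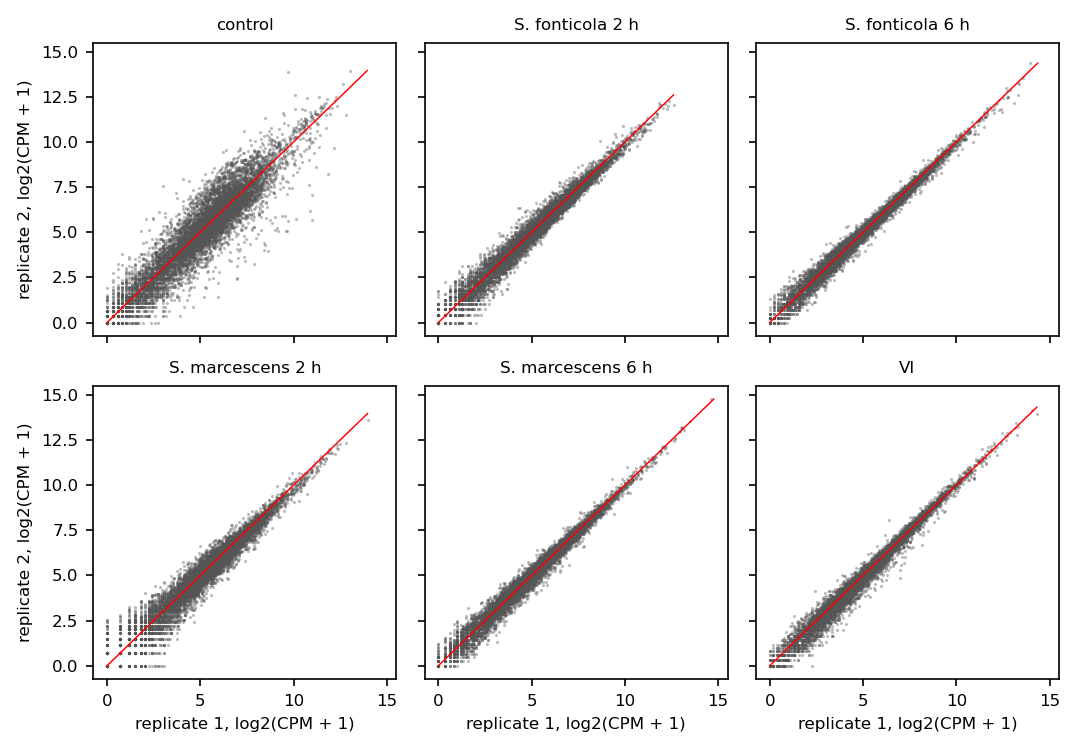
Library-scaled counts (CPM) of each tested gene in replicate 1 and replicate 2 of the 6 groups, as log2 of CPM plus 1. Each point is a gene and the red line marks equal values in both libraries. The control points spread further from the line than those of the other groups.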

We also sequenced pooled RNA extracted 1 and 3 h after induction of VI, conditions largely covering the VI transcriptional response as previously described (Bidard et al., 2013). 

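The VI libraries, with totals of 7942823 and 4810383 expected counts, were made from RNA pooled from 1 h and 3 h after a self-incompatible strain was moved from 32 to 26 °C. The sample labels describe their source as wild type, whereas the growth protocol names a het-R het-V strain and the paper a self-incompatible thermosensitive one, which was taken as the VI strain here. They are compared here to the same control as the bacterial groups, which was kept at 26 °C. The VI contrast thus holds the effects of the strain and of the temperature change together with VI, and these cannot be told apart with the samples at hand. The mean of 1 h and 3 h also hides any change between these times. The VI pair was close (Spearman 0.991 over the tested genes), and the control pair less so (0.914).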

Number of genes up and down regulated by at least a factor 2, and maximum fold changes are reported in Table 1. 

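After 2 h on S. fonticola seeded plates, large increases were found for Pa_1_16300, a glycoside hydrolase of family 61 (enzymes that cleave cellulose by oxidation; log2FC 6.81 ± 0.40), for Pa_5_8150, a sulfite oxidase, which turns sulfite into sulfate (6.64 ± 0.53), and for the NAD(P)H-dependent oxidoreductase Pa_1_22120 (6.28 ± 0.42). Other genes stood out at 6 h, a time without a control of its own. The dioxygenase Pa_1_21950 and the sphingoid base transporter Pa_1_19750 were up regulated at 6 h against S. fonticola (6.86 ± 0.30 and 6.66 ± 0.32) and S. marcescens (6.36 ± 0.30 and 6.17 ± 0.31), while Pa_1_19750 was at 0.29 ± 0.28 and -1.01 ± 0.33 at 2 h, neither of them called. Pa_1_16760, an S-adenosylmethionine synthetase, the enzyme that makes the methyl donor of the cell, decreased at 2 h (-3.43 ± 0.21 with S. fonticola and -2.94 ± 0.20 with S. marcescens). At 6 h Pa_1_15810, a sterol methyltransferase of ergosterol synthesis, fell by a similar size in both (-4.67 ± 0.50 and -4.63 ± 0.50). Each of these calls held with every library left out in turn.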

Number of up regulated genes range from 1091 to 1913 (10–18% of the genome), while number of genes down regulated genes vary from 781 to 1923 (7–18% of the genome).We pooled expression data obtained at different times of exposure to bacteria to generate the set of unique genes regulated in presence of *S. fonticola* (VsSf) or *S. marcescens* (VsSm) (Table 1). 

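Some genes were below control at 2 h and above it at 6 h. The only control is from 2 h, so time after transfer and bacteria cannot be told apart in changes between the times. Pa_4_3840, a polyketide synthase, was lower than control after 2 h with S. fonticola (-2.64 ± 0.25) and higher after 6 h (2.19 ± 0.25), a change between times of 4.82 ± 0.28. Pa_4_1610, of the same family of enzymes, went from -1.29 ± 0.22 to 1.64 ± 0.21.  Against control 1253 genes were up and 791 down regulated at 2 h with S. fonticola, 1422 and 1509 at 6 h, 1164 and 712 at 2 h with S. marcescens, and 1308 and 1425 at 6 h, by edgeR's quasi-likelihood test with Benjamini-Hochberg. These are 10.9 to 13.4% of the gene IDs up and 6.69 to 14.2% down. Pooled over both times, VsSf holds 1910 up and 1791 down regulated genes, and VsSm 1715 and 1588. Compared directly, 616 genes were higher and 842 lower at 6 h than at 2 h with S. fonticola, and 265 higher and 356 lower with S. marcescens. At 6 h the up regulated genes were 48.5 and 47.9% of the calls, and 38.0 and 37.3% with limma-voom and library weights. With the control and the tested group alone, edgeR's test called 0 genes at 6 h (unadjusted p under 0.05: 2004 up and 2163 down for S. fonticola, 1886 and 2013 for S. marcescens), where DESeq2 called 922 and 1116, and 837 and 992. At 2 h edgeR's test in the same fit called 309 up and 101 down regulated genes for S. fonticola and 154 and 29 for S. marcescens. With library weights the up regulated genes were 537 and 692 for S. fonticola and 426 and 613 for S. marcescens at 2 and 6 h, and the down regulated 408 and 315 at 2 h. Of the counts of down regulated genes, the 791 and 712 at 2 h became 1570 and 1603 without control replicate 1, 472 and 494 without replicates 1 and 2 of S. fonticola, and 346 and 420 without those of S. marcescens, the 1509 and 1425 at 6 h became 761 and 917, and 728 and 791, without replicates 1 and 2 of their group, VsSf became 1100 without replicate 1 of S. fonticola 6 h, and VsSm 968 and 1014 without replicates 1 and 2 of S. marcescens 6 h. Up regulated genes at 2 h became 832 without replicate 1 of S. fonticola and 669 without replicate 1 of S. marcescens, and those at 6 h with S. fonticola 909 without replicate 1.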

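During VI the oxidoreductase Pa_5_11050 (9.37 ± 0.40), the peptidase Pa_5_6880 (7.43 ± 0.28), the methyltransferase Pa_5_11040 (6.59 ± 0.47) and Pa_2_7390, similar to a peroxidase of sterigmatocystin biosynthesis (7.27 ± 0.31), were strongly up regulated. Each was lower in the mean of the 4 bacterial groups than in VI (-8.48 ± 0.21, -7.91 ± 0.16, -6.10 ± 0.27 and -6.81 ± 0.17). Among the down regulated genes were Pa_1_15370, a uroporphyrinogen methyltransferase, an enzyme on the way to siroheme (-4.43 ± 0.21), and Pa_1_1640, a homolog of Pescadillo, a nucleolar protein needed for the large ribosomal subunit (-4.06 ± 0.60). In all, 2027 genes were up and 1897 down regulated in VI (19.1 and 17.8% of the gene IDs). Tested directly by edgeR's quasi-likelihood test with Benjamini-Hochberg, 1401 genes were higher and 1620 lower in the mean of the bacterial groups than in VI. Without VI replicate 2 the down regulated genes of VI became 1225 and the genes higher with bacteria 863. In VI 762 genes were up and 223 down regulated with the control and VI libraries alone, and with library weights 1271 were up regulated. Because the strain, its temperature and the sampling times differ from those of the bacterial groups, this difference cannot be put down to VI alone.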

The number of genes up or down regulated are similar in response to bacteria or during VI.

**Table 1:** ***P. anserina* genes differentially expressed in response to non self**.

	**Vs** ***S. fonticola***			**Vs** ***S. marcescens***			**Incompatibility**
	**2 h**	**6 h**	**VsSf**	**2 h**	**6 h**	**VsSm**	**1 and 3 h**
Up	1232	1325	1847	1091	1289	1668	1913
Max log_2_Fc	10.2	8.8	10.2	9.2	8.5	9.2	11.5
Down	838	1605	1882	781	1458	1615	1923
Max log_2_Fc	−9.5	−9.9	−9.9	−10.1	−8.4	−10.1	−9.5

*Number of genes up and down regulated after transfer 2 or 6 h to S. fonticola or S. marcescens seeded plates, or during the vegetative incompatibility reaction are reported. VsSf and VsSm genes sets correspond to the total number of genes differentially regulated in presence of S. fonticola or S. marcescens at least one of the two periods of incubation, respectively*.

### Responses to bacteria overlap

We first compared *P. anserina* transcriptional responses to both bacteria. As indicated in Figure 2, both responses largely overlap (Fisher test, *p* = 0), and the response to *S. marcescens* is almost entirely included in the response to *S. fonticola*. 

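Pa_4_4390, an aldolase of aromatic catabolism, was up regulated with both bacteria at both times (S. fonticola 2.93 ± 0.26 and 4.70 ± 0.28, S. marcescens 3.90 ± 0.27 and 4.67 ± 0.28). Pa_4_4430, an L-ornithine monooxygenase, the enzyme that opens siderophore synthesis, was down regulated in all 4 (-3.90 ± 0.20, -3.74 ± 0.20, -3.35 ± 0.20 and -3.99 ± 0.20). These genes belong to 1526 up regulated and 1424 down regulated genes that VsSf and VsSm share. Independent sets of the same sizes would share 356 and 309.1 (Fisher's exact test, p = 0 at the precision of the computation for both). Of VsSf, 20.1% of the up and 20.5% of the down regulated genes were not called in VsSm, and of VsSm 11.0 and 10.3% were not called in VsSf. Both sets rest on the same 2 control libraries. VsSf and VsSm shared 149 up and 28 down regulated genes with the control and the tested group alone, and 51.8 and 72.3% of VsSf were not in VsSm, while 3.25 and 3.45% of VsSm were not in VsSf. With limma-voom and library weights 684 up regulated genes were shared. In 20 simulations without any change but with these shared controls, VsSf and VsSm shared 5.6 up (0 to 15) and 0.2 down regulated genes (0 to 1) on average. The simulated sets held only 7.25 and 8.45 up and 0.3 and 0.75 down regulated genes. With so few calls they cannot bound how much the shared control adds to the overlap of the real sets. Down regulated genes in both were 913 without replicate 1 of S. fonticola 6 h, and 892 and 913 without replicates 1 and 2 of S. marcescens 6 h. The share of VsSm not in VsSf rose to 36.4% (down) and 19.5% (up) without replicate 1 of S. fonticola 6 h, to 28.7% (down) and 16.6% (up) without its replicate 2, and to 16.8% (up) without replicate 1 of S. fonticola 2 h, and the share of down regulated VsSf not in VsSm to 45.5 and 44.2% without replicates 1 and 2 of S. marcescens 6 h.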

Only 12 and 9.5% of the genes up or down regulated in the VsSm set were not in the VsSf set, while 21 and 22% of the VsSf set were not in the VsSm set. This observation remains true when looking at regulated genes after 2 or 6 h of exposure to the bacteria, or when looking at expressed genes with different LogFc levels. 

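At 2 h, 945 up regulated genes were shared, 75.4% of those called with S. fonticola and 81.2% of those called with S. marcescens. Among them is Pa_0_370, similar to a peroxidase of sterigmatocystin biosynthesis (5.31 ± 0.36 and 5.64 ± 0.37). At 6 h, 1157 were shared (81.4 and 88.5%), among them the cytochrome P450 Pa_1_21440 (4.73 ± 0.26 and 4.03 ± 0.26). Of the down regulated genes, 506 were shared at 2 h (64.0 and 71.1%) and 1283 at 6 h (85.0 and 90.0%). The multidrug resistance protein Pa_3_11220 was down regulated at both times (-3.78 ± 0.32 and -3.42 ± 0.33 at 2 h, -4.07 ± 0.33 and -4.46 ± 0.34 at 6 h). Independent sets would share 158.5, 202.1, 61.21 and 233.7 genes, in the same order. At a log2FC above 2, VsSf held 933 up and 749 down regulated genes and VsSm 813 and 614, of which 714 and 557 were in both.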

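Tested directly with all 12 libraries in one fit, few genes were called between the bacteria. That fit includes the 2 control libraries, which differ most from each other. Its common biological coefficient of variation was 0.207, against 0.12 with the 8 bacterial libraries alone, where more genes were called at 2 h. The low number thus does not show that few genes differ. At 2 h Pa_4_3160, of no known function, was higher with S. fonticola than with S. marcescens (2.42 ± 0.20), while Pa_1_110 and Pa_3_110, of no known function either, were higher with S. marcescens (-2.53 ± 0.25 and -1.93 ± 0.19). Pa_1_110 fell below control with S. fonticola at 2 h (-3.05 ± 0.26) and was at -0.52 ± 0.23 with S. marcescens, and it rose in VI (3.48 ± 0.25). The catalase CATP1 (Pa_5_8140), which breaks down hydrogen peroxide, was at 1.70 ± 0.20 between the bacteria at 2 h and did not pass edgeR's quasi-likelihood test with Benjamini-Hochberg (adjusted p = 0.0107), while without control replicate 1 or 2 it did (1.72 and 1.70). Counted as sets, 384 genes were up regulated in VsSf and not in VsSm, 189 in VsSm and not in VsSf, and 367 and 164 were down regulated, but a gene called with S. fonticola and not with S. marcescens is not shown to differ between them. By that test, 3 genes differed at 2 h and 0 at 6 h (unadjusted p under 0.05 at any fold: 687 higher with S. fonticola and 808 with S. marcescens at 2 h, 187 and 177 at 6 h), where DESeq2 called 54 and 79 at 2 h, and 0 and 1 at 6 h, and limma-voom with library weights 53 and 58, and 0 and 1. Without control replicate 1 the 2 h counts were 105 and 109, and without control replicate 2 100 and 117. Without any 1 of the bacterial libraries other than replicate 1 of S. fonticola 2 h both were 0, without that library 1 and 0, and without either VI library 1 and 0, and with the 8 bacterial libraries alone 105 and 115. The test of whether the difference changed between 2 and 6 h called 0 genes (unadjusted p under 0.05: 306 and 261), and with the 8 bacterial libraries alone 11 and 13 (714 and 731).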

Three hundred and ninety and 211 are up regulated specifically in response to *S. fonticola* or *S. marcescens*, while 420 and 153 genes are specifically down regulated in response to these two bacteria, respectively. 

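The fold changes of shared genes followed each other. Malate synthase Pa_1_19310, an enzyme of the glyoxylate cycle by which cells grow on fatty acids, was at 3.96 ± 0.26 and 2.75 ± 0.26 at 2 h, and the peroxisomal β-oxidation enzyme fox2 (Pa_1_23790) at 1.67 ± 0.20 and 1.86 ± 0.21. The S-phase licensing factor mcm6 (Pa_1_24060) was at -2.33 ± 0.19 and -2.19 ± 0.19 at 6 h. Over the genes called with both bacteria, Pearson r of the log2FC was 0.952 for the up regulated and 0.926 for the down regulated (Spearman 0.912 and 0.902). Over all 9201 tested genes it was 0.898 at 2 h and 0.964 at 6 h. A correlation arises without any response when 2 contrasts share a noisy control: in simulations with no change and these controls r was 0.628 at 2 h and 0.825 at 6 h. The covariance of the log2FC was 1.81 and 2.01 against a simulated 0.251 and 0.250, so 1.56 and 1.76 of it exceeded what the shared control gave.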

When focusing on genes regulated in both conditions we observed a good correlation in the response to both bacteria (Figure 2), meaning that globally in response to both bacteria gene expression regulation follows a similar pattern. However, we observed that generally the magnitude of the differential expression, whether for up or down regulation, is more important in response to *S. fonticola* than in response to *S. marcescens* (Figure 2). 

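At 2 h the sulfite oxidase Pa_5_8150 was higher with S. fonticola than with S. marcescens by 1.76 ± 0.37 and the oxidoreductase Pa_1_22120 by 2.23 ± 0.32, though neither difference passed edgeR's quasi-likelihood test with Benjamini-Hochberg (adjusted p = 0.0567 and 0.0221). The siderophore gene Pa_4_4430, lower than control with both, was lower with S. fonticola than with S. marcescens by -0.54 ± 0.20, which did not pass the same test (adjusted p = 0.204). Over all genes up regulated with both bacteria, each was taken at the time of its larger log2FC. Of these, 984 of 1526 (64.5 ± 9.28%) were further from control with S. fonticola, and of the down regulated 942 of 1424 (66.2 ± 6.35%). The error, called the replicate error below, is a spread combined over the 6 groups. It takes, for each group, the difference between the shares found without its replicate 1 and without its replicate 2. At a log2FC above 4 with either bacterium the share was 86.5% (199 of 230) for the up and 80.4% (82 of 102) for the down regulated genes. The size of the shift was small, with a median difference of 0.121 on the log2 scale for the up and -0.115 for the down regulated. Genes of a sample are not independent of each other, so a count of genes larger on either side has no p-value here. With control replicates 1 and 2 left out in turn, the differences of Pa_5_8150 and Pa_1_22120 passed the test.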

In other words globally genes are more up or down regulated in response to *S. fonticola* than to *S. marcescens*. 

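Pa_5_1120, an alcohol dehydrogenase, was further from control with S. marcescens at 2 h (2.63 ± 0.24 with S. fonticola and 3.73 ± 0.25 with S. marcescens) and with S. fonticola at 6 h (3.21 ± 0.24 and 2.91 ± 0.24), and these differences were not called. Among the genes called with both bacteria at 2 h, 62.0 ± 8.81% of the up (586 of 945) and 61.7 ± 20.7% of the down regulated genes (312 of 506) were further from control with S. fonticola. At 6 h these were 59.2 ± 12.2% (685 of 1157) and 65.4 ± 7.69% (839 of 1283), with the replicate error. The median differences were 0.129 and -0.093 at 2 h, and 0.058 and -0.098 at 6 h. For genes called at the other time, the shares were 48.8% (up) and 39.6% (down) at 2 h, and 54.1 and 61.7% at 6 h, and a set test of each with fry gave an adjusted p of 0.761. With the 8 bacterial libraries alone, a fit added after the data were seen, fry called none of these sets either. There the genes up regulated at 6 h had the direction lower with S. fonticola at 2 h, away from a larger response. So had the genes up regulated at 2 h when tested at 6 h. Of the down regulated genes, those called at 6 h had the direction higher and those called at 2 h lower with S. fonticola. Without control replicate 1 the share of down regulated genes at 2 h turned to 40.8%.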

Again, this remains true for different times of exposure or when considering different logFc level.

**Figure 2:**
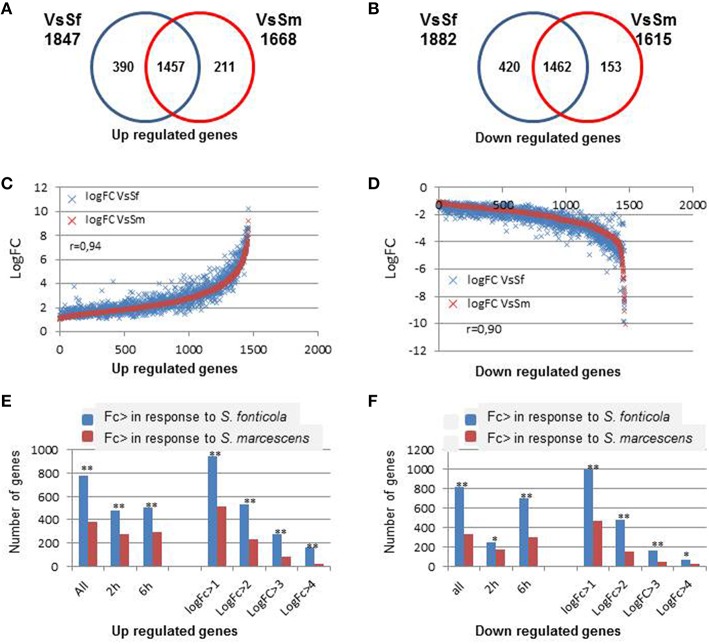
**Comparison of the differentially expressed genes in response to bacteria. (A,B)** Venn diagram showing *P. anserina* genes up or down regulated in response to *S. fonticola* or *S. marcescens*. **(C,D)** Correlation of the fold change level in response to both bacteria. For each gene expressed in both conditions, LogFc levels in response to both bacteria are reported. Genes are ordered along the X-axis according to increasing LogFc values **(C)** in response to *S. marcescens* for genes up regulated and decreasing LogFc values **(D)** in response to *S. marcescens* for genes down regulated. **(E,F)** Magnitude of transcriptional regulation is more important in response to *S. fonticola* than in response to *S. marcescens*. Histograms represent the number of genes that are more up **(E)** or down **(F)** regulated in response to *S. fonticola* or *S. marcescens* in the VsSf or VsSm data sets, at each time point, or for different LogFc values. Fisher tests were conducted to compare number the number of genes with a greater level of regulation in response to both bacteria (^**^p < 0.001, ^*^p < 0.05).

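Among the genes of larger change, the glycoside hydrolase Pa_0_1370, of a family that removes arabinose from xylan, was up regulated at 2 h by 8.30 ± 0.47 with S. fonticola and 6.53 ± 0.52 with S. marcescens, and CATP1 (Pa_5_8140) by 4.38 ± 0.23 and 2.68 ± 0.24. The nucleolar protein gene Pa_1_19060 was down regulated at 6 h by -4.44 ± 0.72 and -3.81 ± 0.70. The call of Pa_1_19060 was lost without replicate 1 of S. fonticola 6 h (-4.10) and without replicate 1 or 2 of S. marcescens 6 h (-3.48 and -4.30). These differences between the bacteria were not called, though that of CATP1 was without control replicate 1 or 2. At a log2FC above 2 with either bacterium, 629 of 904 up regulated genes (69.6%) and 560 of 734 down regulated genes (76.3%) were further from control with S. fonticola. From the number of genes called with each bacterium and the number of shared genes with the larger fold change, the paper concludes that the response to S. fonticola includes more genes with a greater level of differential expression.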

Overall, the response to *S. fonticola* includes more genes with a greater level of differential expression. Whether the difference comes from a better ability of *P. anserina* to detect and respond to *S. fonticola* than to *S. marcescens*, or from a better ability of *S. marcescens* to subdue *P. anserina* response than *S. fonticola* remains to be investigated.

### Transcriptional responses to bacteria overlap with vegetative incompatibility

We next observed that transcriptional response to bacteria also significantly overlap with the VI reaction (Chi2, *p* = 0; Figure 3). 

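Several genes answered to bacteria and to VI alike. The FK506-binding protein Pa_1_3000, of a family of protein-folding enzymes, was down regulated at 6 h with S. fonticola (-4.91 ± 0.64) and S. marcescens (-4.24 ± 0.61) and in VI (-3.67 ± 0.59), and the DNA helicase Pa_4_4960 was up regulated in the same 3 (4.79 ± 0.45, 4.34 ± 0.45 and 3.72 ± 0.45). VsSf and VI shared 803 up and 1112 down regulated genes, where independent sets would share 420.8 and 369.3. VsSm and VI shared 750 and 1031 (377.8 and 327.4). Genes that moved in opposite directions were fewer than independence gives: 100 genes were up in VsSf and down in VI (393.8 by independence), and 134 the other way (394.6). A control shared by 2 contrasts pushes both toward the same sign, and the simulations did not count opposite calls. No common response is read from these numbers. Simulations without change but with the shared control gave on average 4.4 up and 0.05 down regulated genes common to VsSf and VI, and 4.6 and 0.05 for VsSm. The simulated VI sets held only 5.5 up and 0.1 down regulated genes, so these numbers do not bound what the shared control adds to the overlap. Over all tested genes, r of the log2FC with VI was 0.338 and 0.486 for S. fonticola at 2 and 6 h, and 0.396 and 0.498 for S. marcescens, below the 0.660 to 0.832 that the shared control gave in simulations without change, although the covariances (0.903 to 1.33) were above the simulated ones (0.248 to 0.251). The VI libraries come from another strain and temperature, so the shared genes may partly be set by what control and VI do not share.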

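With bacteria and in VI the bfr-2 homolog Pa_4_9260 (-4.04 ± 0.59 with S. fonticola at 6 h and -4.10 ± 0.59 in VI) and the RNA helicase Pa_1_1680 (-4.49 ± 0.67 and -4.01 ± 0.65), a kind of protein that remodels RNA, were down regulated. Of the down regulated genes, 62.1% of VsSf and 64.9% of VsSm were also down regulated in VI, and of the up regulated 42.0 and 43.7% were also up regulated. Independence would give 20.6% for the down and 22.0% for the up regulated genes. No test of the difference between these shares was made. Genes are not independent replicates, a limit that holds for the Fisher's exact tests given in this text too. Of the up regulated genes of VsSf and VsSm, 19.7 and 20.1% were also in VI with the control and the tested group alone. Both control libraries enter all these contrasts, and both genes differed between them (50.5 and 167 CPM, and 39.6 and 180.5 CPM, in control replicates 1 and 2).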

The overlap is significantly more important for genes down regulated than for genes up regulated (Chi2, *p* = 0). As the fold change increases, the overlaps between responses to bacteria and VI decrease. 

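Among the genes most up regulated with bacteria, Pa_5_8150, Pa_1_21950 and Pa_1_19750 were at -1.07 ± 0.98, -0.25 ± 0.45 and 0.43 ± 0.27 in VI and were not called. The multidrug resistance protein Pa_3_11220, down regulated with bacteria, was down regulated in VI as well (-3.43 ± 0.31). At a fold change above 4, 6 and 8 the share of up regulated VsSf genes also up regulated in VI was 26.4, 20.3 and 15.3%, and of VsSm 28.8, 22.6 and 15.5%. For the down regulated genes the share was 60.2, 51.8 and 50.5% of VsSf, and 64.8, 56.7 and 58.4% of VsSm. These depended on control replicate 2, without which they were 40.9, 26.5 and 25.4% of VsSf, and 46.3, 36.4 and 31.3% of VsSm, and above 6 and 8 with the control and the tested group alone they were 23.1 and 27.3% of VsSf, and 48.3 and 54.5% of VsSm. Without control replicate 1 the share of up regulated VsSm genes above 8 was 24.6%. At a fold change above 8 independence would give 6.40% for the up and 2.52% for the down regulated genes.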

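Ranked by log2FC among the called genes, the 100 most up regulated genes of all 3 responses had 6 genes in common and the 100 most down regulated 41. The 6 have no function in the tables used here. The 41 include the peroxiredoxin Pa_5_4690, an enzyme that removes peroxides (-5.04 ± 0.35 with S. fonticola and -4.35 ± 0.35 with S. marcescens at 2 h, -3.73 ± 0.33 in VI), and the nuclear GTP-binding protein Pa_1_12050, of a family at work in ribosome assembly (-4.72 ± 0.69 with S. fonticola at 6 h and -4.07 ± 0.66 in VI). The 2 bacterial sets shared 85 up and 72 down regulated genes. Ranked over all 9201 tested genes, called or not, 6 up and 33 down regulated genes were in common, against 45 to 63 and 8 to 18 in simulations without change that share the controls. The simulated groups hold no changed genes, so spread alone sets their top 100. Their ranges therefore do not bound what the shared control adds among genes that changed, and no conclusion is drawn from them. Without control replicate 2 the down regulated number was 24, and the simulations use both controls, so their range does not apply to it either. The 41 became 25 without replicate 1 of S. marcescens 6 h, and with the control and the tested group alone it was 15, where VsSm held only 29 genes to rank. The 6 became 10 without control replicate 1, 1 with a prior count of 2 and 1 with library weights. With all libraries thinned to equal depth it was 4.2 on average (2 to 6 over 5 draws). Lists of 50 and 200 genes had 1 and 13 up and 6 and 95 down regulated genes in common.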

Only six and 15 genes are common to the 100 most up or down regulated genes in all three conditions. 

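Some genes separate the bacterial responses from VI by size. Pa_5_8150, Pa_1_21950 and Pa_1_19750 were higher in the mean of the bacterial groups than in VI in a direct test (4.36 ± 0.60, 4.50 ± 0.28 and 2.59 ± 0.25). That mean takes 2 and 6 h, while VI is pooled from 1 and 3 h, so time differs as well. Pa_1_19750 was not called at 2 h with either bacterium, so its difference came with the 6 h groups. Other genes changed little and in all 3 responses, such as the gene of Atg13 (Pa_0_1500), which starts autophagy, at 1.70 ± 0.34 with S. fonticola and 1.33 ± 0.34 with S. marcescens at 6 h and 1.97 ± 0.34 in VI. The Atg13 call with S. fonticola was lost without replicate 1 of S. fonticola 6 h (1.64, adjusted p = 0.014 by edgeR), and that with S. marcescens without any 1 library other than control replicate 1 (0.80 to 1.38). From the overlap of the sets, its decrease with fold change and the few genes common to the most regulated, the paper concludes that the responses to VI and to bacteria share a signature made of genes with low regulation, while the most regulated genes differ. The genes named above were all up regulated. Of the 100 most down regulated genes, 41 were in all 3 responses here. At a fold change above 8, 50.5% of the down regulated VsSf and 58.4% of the VsSm genes were also in VI. These values depended on the control libraries.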

Transcriptional responses to VI and to bacteria thus share a common signature for genes with a low level of regulation while genes the most regulated in response to bacteria are different from the genes most regulated during VI.

**Figure 3:**
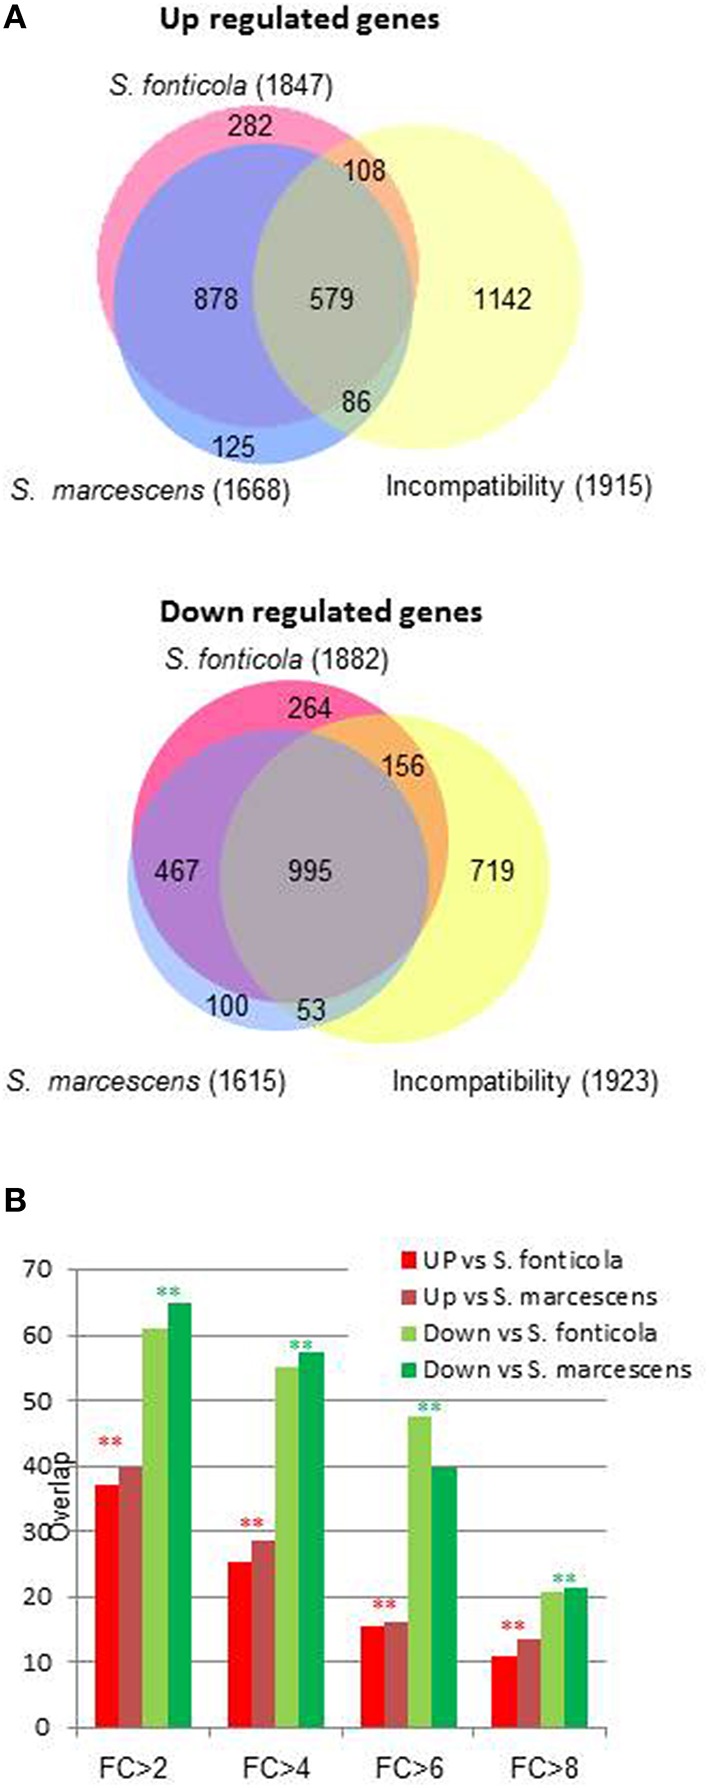
**Overlap between transcriptional response to bacteria and vegetative incompatibility. (A)** Area proportional Venn diagram showing *P. anserina* genes up or down regulated after transfer to *S. fonticola* or *S. marcescens* seeded plates, and during the vegetative incompatibility reaction. Number in brackets represent the total number for each gene set with a FC > 2 and *p* < 0.01, values within the graph represent number of genes for each intersect. **(B)** Histogram representing the percentage of genes up or down regulated by the presence of *S. fonticola* or *S. marcescens* that are also up or down regulated during the VI reaction for different fold change values. In all cases the overlap between response to bacteria and VI response is greater than expected by chance (^**^p < 0.001, ^*^p < 0.01).

### Genes up regulated in response to non self tend to be lineage specific

Wapinski and co-authors introduced the term versatility to describe the frequency at which genes can be gained or lost during the course of evolution, and they found that genes encoding for adaptive functions are more versatile than genes encoding for essential functions (Wapinski et al., 2007). In previous studies of VI (Hutchison et al., 2009; Bidard et al., 2013), showed that up regulated gene sets included an excess of orphan genes. We analyzed versatility of genes regulated in response to non self. We approached versatility of *P. anserina* annotated cds by counting the number of blastp hits (cut off *e*-value < 1^*e-*5^) of their predicted products at the genus level in fungal genomes. We defined the fungal core genome as the genes having an ortholog in the distantly related ascomycete *S. cerevisiae* (3297 genes described in Bidard et al., 2013), orphans as having a blastp hit only in *P. anserina* (640 genes) and ranked the remaining genes (6698 sequences) in 10 versatility bins of approximately 670 sequences according to an increasing number of hits, so that smallest numbered bins contain sequences resulting in the less blastp hits (all bin compositions are presented in Additional file 1). Genes belonging to the versatile bins or orphan categories are significantly more up than down regulated [1493 up/995 down (*p* = 6.^2*e-*28^) for VsSf, 1386 up/790 down (*p* = 0) for VsSm, 1597 up/932 down (*p* = 0) for VI]. In contrast the core genome is more down than up regulated [354 up/886 down (*p* = 0) for VsSf, 282 up/825 down (*p* = 0) for VsSm, 317 up/991 down (*p* = 0) for VI]. 

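Among the core genes, those with an ortholog in yeast, Rps13 (Pa_1_17820), of the small ribosomal subunit, was down regulated in VI (-2.35 ± 0.21), and the proliferating cell nuclear antigen (Pa_1_10930), the sliding clamp of DNA polymerase, at 6 h with S. fonticola (-1.31 ± 0.31) and S. marcescens (-1.48 ± 0.31). The calls of Pa_1_10930 were lost without control replicate 1 (-0.73 and -0.89) and without either library of the 6 h group compared (-1.18 and -1.44 with S. fonticola, -1.49 and -1.47 with S. marcescens). Classes were read from the part of Additional file 1 at hand, 1999 of 10655 genes, so the numbers that follow are counts of that part and were not tested. Of 704 tested core genes, 89 were up and 189 down regulated in VsSf, 74 and 187 in VsSm, and 88 and 208 in VI. Of 1101 tested orphan or binned genes, 277 were up and 151 down regulated in VsSf, 254 and 139 in VsSm, and 279 and 178 in VI. In percent, 25.2, 23.1 and 25.3% of the orphan or binned genes were up regulated against 12.6, 10.5 and 12.5% of the core genes. The 38 tested orphans, genes whose product matched no other in the paper's search, had 12, 11 and 13 up and 2, 1 and 3 down regulated members. From the full table the paper states that the core genome is more down than up regulated.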

We then analyzed the distribution of differentially expressed genes in these categories for the three responses we analyze (Figures 4A–C). In all three responses genes belonging to orphan or versatile categories are more up than down regulated. However, repartition of differentially expressed genes in versatility bins differ between VI and response to bacteria as exemplified in the comparison between VsSf and VI gene sets (Figures 4D,E). Genes up regulated during VI are more represented in the most versatile bins, while genes up regulated in response to the bacteria are more represented in the less versatile bins. Genes expressed in both conditions are equally represented in all bins. Inversely, genes down regulated in response to bacteria are more represented in the most versatile bins. The situation is identical when comparing the reaction to *S. marcescens* and VI (not shown).

**Figure 4:**
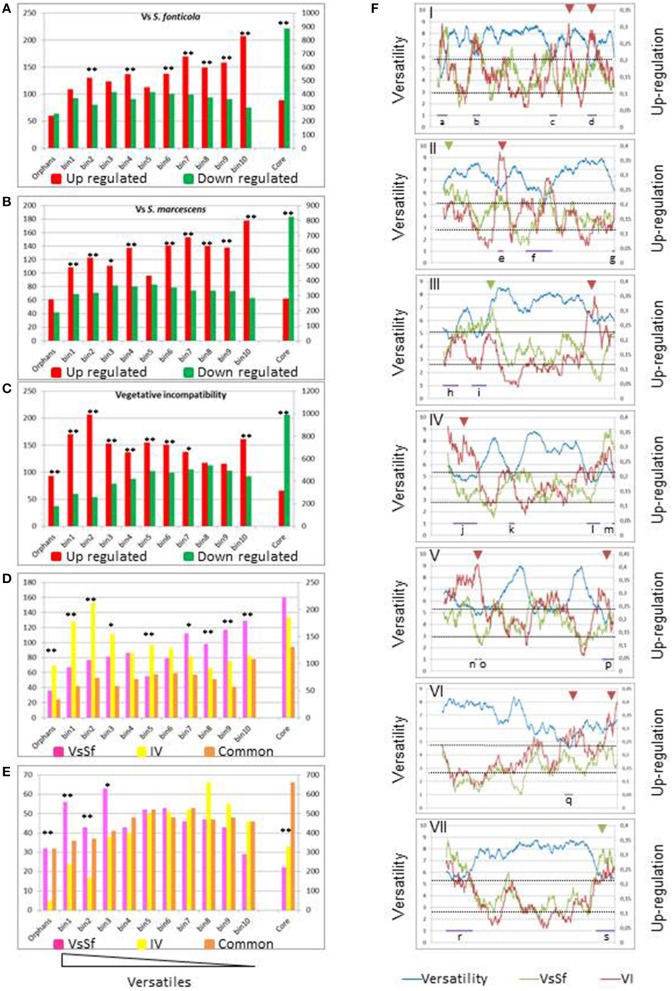
**Versatility of differentially expressed genes. (A–C)** The histograms represent the number of differentially expressed genes in response to non self for each versatility category. The left scale is relevant for number for orphan or versatile genes, the right scale for core genome genes. Fisher's tests were conducted to compare number of up and down regulated genes in each category (^*^p < 0.05, ^**^p < 0.001). **(D,E)** Number of genes up or down regulated during VI only, in response to *S. fonticola* only or in both conditions. Fisher's test were conducted to compare the number of genes up or down regulated specifically in either condition (^*^p < 0.05, ^**^p < 0.001). **(F)** Distribution of the versatility level (blue line) or up regulated genes in response to *S. fonticola* (Red line) or during VI (green line) along each *P. anserina* chromosomes. Each of the seven *P. anserina* chromosomes was analyzed by a sliding window analysis (window size of 100 genes). For each 100 genes window, versatility is expressed as an average value (left axis), while fraction of up regulated genes is referred to the right axis. The horizontal axis represents the chromosome. Purple bars (lettered a–s) indicate regions of high density of versatile genes; arrowheads indicate regions of high density of expression specific to a given condition (green for VsSf, red for VI).

### Versatile genes are clustered

We next analyzed distribution of versatile and conserved genes on chromosomes along with their expression. Genes were assigned a versatility value (0 for orphans, 11 for core genome genes, and the versatility bin numbers for the rest) and we performed a sliding window analysis of the versatility level of genes along the chromosomes. As expected versatile genes are not evenly distributed (Fedorova et al., 2008; Klosterman et al., 2011) and we identified a total of 19 regions of high density of versatile genes distributed between all chromosomes, eight of which appear to correspond to telomeric/subtelomeric regions (Figure 4F). 

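Neighbouring genes rose together in places. Pa_5_11040 and Pa_5_11050, a methyltransferase and an oxidoreductase with adjacent ID numbers, are a pair of this kind in VI, where both are among the genes with the largest log2FC. Along the chromosomes, genes up regulated in VsSf made up 8 to 36% of windows of 100 tested genes, in VsSm 8 to 33% and in VI 11 to 42%. The standard deviation of the share between 87 windows was 6.06, 6.04 and 8.11%, where random placement of the same number of genes gave 4.04, 3.86 and 4.12% on average (permutation test, p = 0.001 in each, the smallest that 1000 placements can give). Adjacent pairs of up regulated genes numbered 594, 504 and 723 against 383.8, 309.2 and 438.4 at random. Genes were ordered by their ID numbers. With the order of the RefSeq annotation, tried after the data were seen, the deviations were 6.41, 6.18 and 6.87% and the pairs 517, 445 and 604. By ID number, the deviations of down regulated genes were 4.915, 5.394 and 6.651% against 3.951, 3.784 and 4.045% at random (permutation test, p = 0.002, 0.001 and 0.001). Their adjacent pairs numbered 448, 346 and 564 against 345.6, 272.2 and 387.8. Uneven placement was thus not particular to up regulated genes.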

We also identified chromosomal regions with a high density of genes up regulated in response to non self. Thirteen out of 19 (lettered a–i) highly versatile regions coincide with regions of high up-regulation density in at least one condition. Note that inversely regions of highly conserved genes are essentially down regulated (Additional file 2). There is thus a clear correlation between versatility gene distribution and expression landscape in response to non self. We also identified regions of high expression level specific either to the response to bacteria or to VI (Figure 4F). 

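Pa_5_11040 and Pa_5_11050 were up regulated in VI, and with S. fonticola at 6 h they were at 0.76 ± 0.60 and 0.90 ± 0.30, neither called. Of the 100 tested genes in the window that holds them, 39% were up regulated in VI, and 32 and 31% in VsSf and VsSm as well. Across windows the shares of up regulated genes in VsSf and VsSm had a correlation of 0.912, against 0.589 between VsSf and VI and 0.629 between VsSm and VI. These correlations are across windows of genes, and both bacterial sets share their control. No test of a difference between windows was made. Without control replicate 1, Pa_5_11040 was called with S. fonticola at 6 h.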

Clustering of versatile genes could facilitate their coordinated epigenetic transcriptional regulation, as proposed for the regulation of effector encoding genes in the plant pathogen *Leptospheria maculans* (Soyer et al., 2014).

Overall, the core genome is essentially down regulated while less conserved genes are up regulated. This is particularly true for the VI reaction that includes expression of an additional set of highly versatile genes. Upregulated versatile genes tend to cluster in specific regions of the genome. Expression of versatile genes in response to non self suggest an adaptive nature of the responses to non self (Wapinski et al., 2007).

### Functional annotation of differentially expressed genes

We analyzed Gene Ontology (GO) terms and Pfam-A protein domains associated with differentially expressed genes. As expected, annotation level is correlated with the versatility of the genes (Additional file 3), and thus the proportion of annotated up regulated genes is inferior to that of down regulated genes for both GO terms and Pfam-A domains (Additional file 3).

We first analyzed the 579 and 995 genes up or down regulated in all three conditions (Figure 5). 

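Here 671 genes were up and 968 down regulated in VsSf, VsSm and VI. Among the up regulated are the MAP kinase gene Pa_1_23930, orthologous to HogA of osmotic stress signalling, the transporter gene Pa_0_200 and autophagy genes. The transporter, annotated as moving several drugs out of the cell, was at 3.12 ± 0.19 with S. fonticola and 2.63 ± 0.19 with S. marcescens at 6 h and 1.93 ± 0.19 in VI. The down regulated include genes of ribosomal proteins and of ribosome biogenesis. Simulations without change gave 3.95 up (0 to 9) and 0.05 down regulated genes in all 3. Their VI sets held only 5.5 up and 0.1 down regulated genes, so they do not bound what the shared control adds. A further 855 up and 456 down regulated genes were in VsSf and VsSm and not in VI, and 1145 and 722 in VI and in neither bacterial set. The down regulated genes common to all 3 became 634 without replicate 1 of S. fonticola 6 h, and 594 and 603 without replicates 1 and 2 of S. marcescens 6 h. All 3 lists held 30 up and 19 down regulated genes with the control and the tested group alone, 203 and 389 with a log2FC threshold of 2, and with limma-voom and library weights 243 up regulated.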

As observed above, GO terms and Pfam-A annotations of genes up regulated in common are significantly less extensive than annotation of genes down regulated (Fisher test, *p* < 1^*e-*4^ in both cases). The most represented GO terms and Pfam-A domains associated with these gene sets, representing the common basis for response to non self, are presented Figure 5. 

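Genes of ribosomal proteins, the building blocks of the ribosome, were down regulated in all 3 responses: of 23 with a function text, 23 in VsSf, 22 in VsSm and 23 in VI, also when adjusted over the list alone. Of these, 19 are cytosolic, and all 19 were down regulated in each response. Rpl37 (Pa_1_20530), of the large subunit, was at -2.72 ± 0.19 and -2.82 ± 0.19 with S. fonticola, -2.67 ± 0.19 and -2.54 ± 0.18 with S. marcescens and -2.28 ± 0.18 in VI. Rps9 (Pa_1_20670), of the small subunit, was at -2.55 ± 0.19 with S. fonticola and -2.52 ± 0.19 with S. marcescens at 6 h and -2.27 ± 0.19 in VI. The list of 23 also took 4 mitochondrial ribosomal proteins, whose genes are counted again in a list of 5, of which 5, 4 and 5 were down regulated (the same when adjusted over the list alone). The control libraries differed in these lists, with median differences (replicate 1 minus 2) of -0.415 for the 23 and -0.705 for the 5 genes. Of the 23 genes, the control and the tested group alone gave 13, 1 and 13, and the counts of the 5 became 3 and 2 (VsSf and VsSm) without control replicate 2 and 3 (VsSf) without replicate 1 of S. fonticola 6 h.

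**Figure D2:**
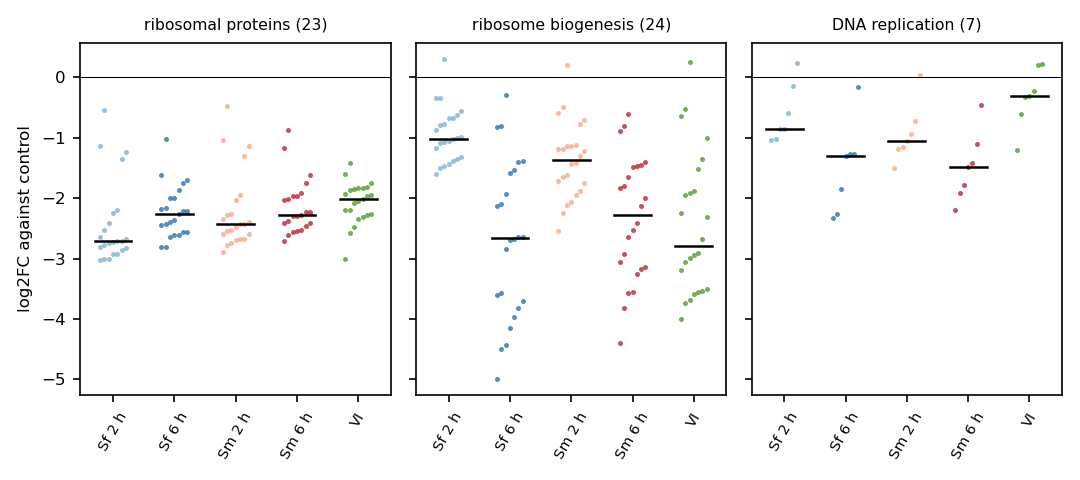
log2FC against control of every tested gene of 3 groups, in the 5 comparisons (Sf, S. fonticola; Sm, S. marcescens). Each point is a gene, the black bar is the median of the group and the number of genes is in brackets. The groups hold the genes with a matching function text in the paper's tables.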

Down regulated GO terms or Pfam-A annotations are essentially related to growth, development and protein synthesis. Up regulated GO terms or Pfam-A annotations are related to metabolic and catabolic process, secondary metabolism and autophagy (see below). 

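Atg1 (Pa_7_10890), the kinase that starts autophagy, was up regulated at 6 h with S. fonticola (2.44 ± 0.38) and S. marcescens (2.27 ± 0.38) and in VI (2.81 ± 0.39), and so was Atg8 (Pa_3_5250), which coats the autophagosome (1.50 ± 0.39, 1.56 ± 0.39 and 2.76 ± 0.40). The 6 h calls of Atg8 were lost without any 1 library other than control replicate 1 (0.90 to 1.55 with S. fonticola, 0.96 to 1.58 with S. marcescens). Rpl35 (Pa_1_13430), of the large ribosomal subunit, was down regulated in the same 3 (-2.64 ± 0.19, -2.46 ± 0.18 and -2.31 ± 0.18). From the functions of the genes common to all 3 sets, with growth, development and protein synthesis among the down regulated and autophagy among the up regulated, the paper concludes that the common basis of the response to non self includes a growth arrest with reduced protein synthesis and induced autophagy. In confrontation assays the paper also saw growth toward both bacteria stop, and autophagy by the vacuolar place of a tagged Atg8. Its autophagy mutants reached more cell death with bacteria than the wild type. RNA levels alone were compared here, and neither growth nor protein synthesis was measured in these libraries.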

The common basis of response to non self includes a growth arrest accompanied with reduction in protein synthesis, and induction of autophagy, a process associated with response to stress (Kroemer et al., 2010), and immune responses (Zhou et al., 2014; Shibutani et al., 2015).

**Figure 5:**
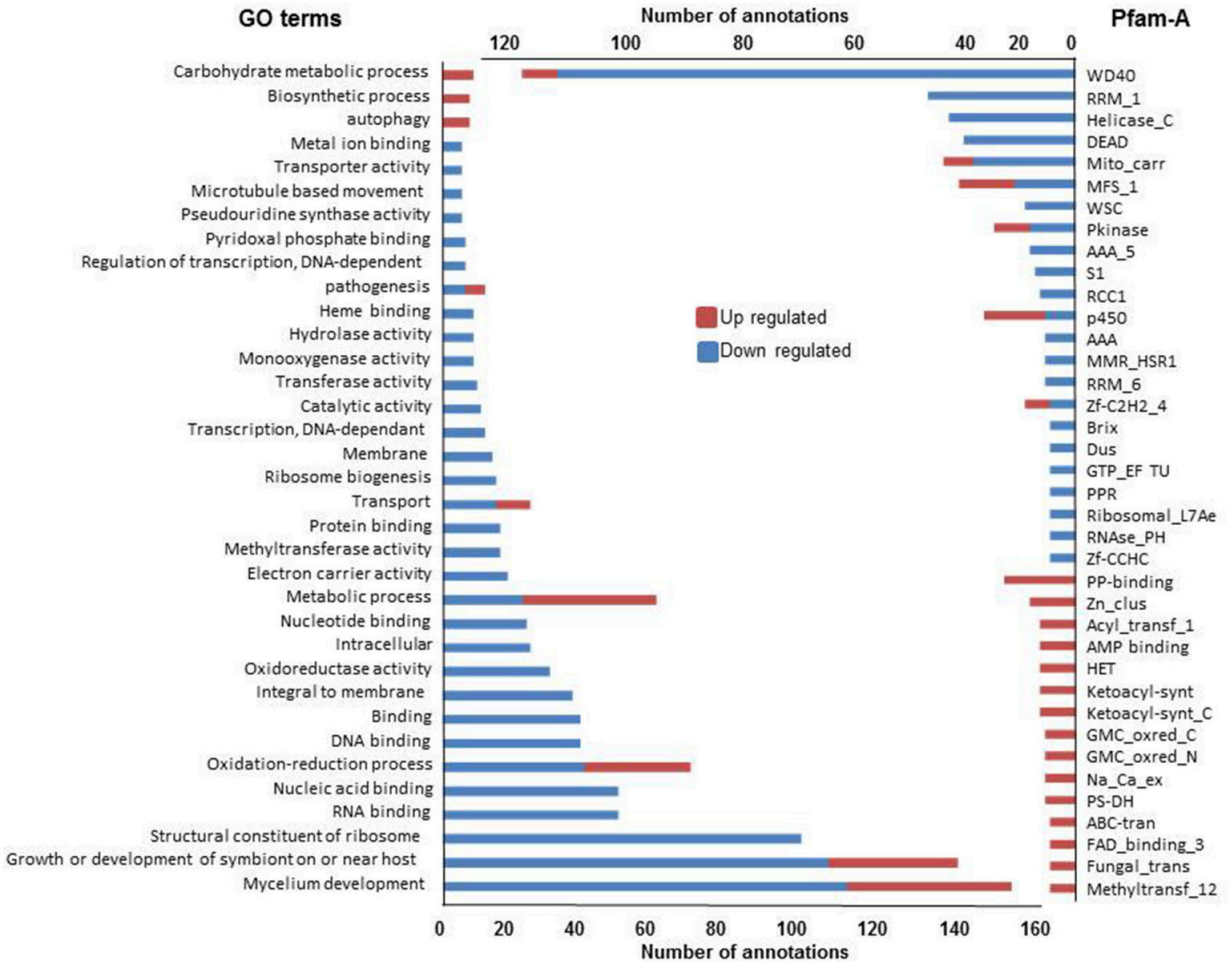
**GO terms and Pfam-A protein domains differentially expressed in all three non self conditions**. Only GO terms (left) and Pfam-A protein domains (right) found at least five times in one of the conditions in the up and down regulated gene sets are reported.

We next identified and compared Biological Process and Molecular Function GO terms significantly enriched compared to their genomic representation (Fisher test, *p* < 0.001) in up or down regulated gene sets (Figure 6). We found few GO terms enriched with up regulated gene sets (from 8 to 18) and a single term, autophagy, is enriched in all three conditions (see below).Terms enriched in both VsSf and VsSm sets are concerned with lipid, carbohydrates and Reactive Oxygen Species (ROS) metabolic processes.

**Figure 6:**
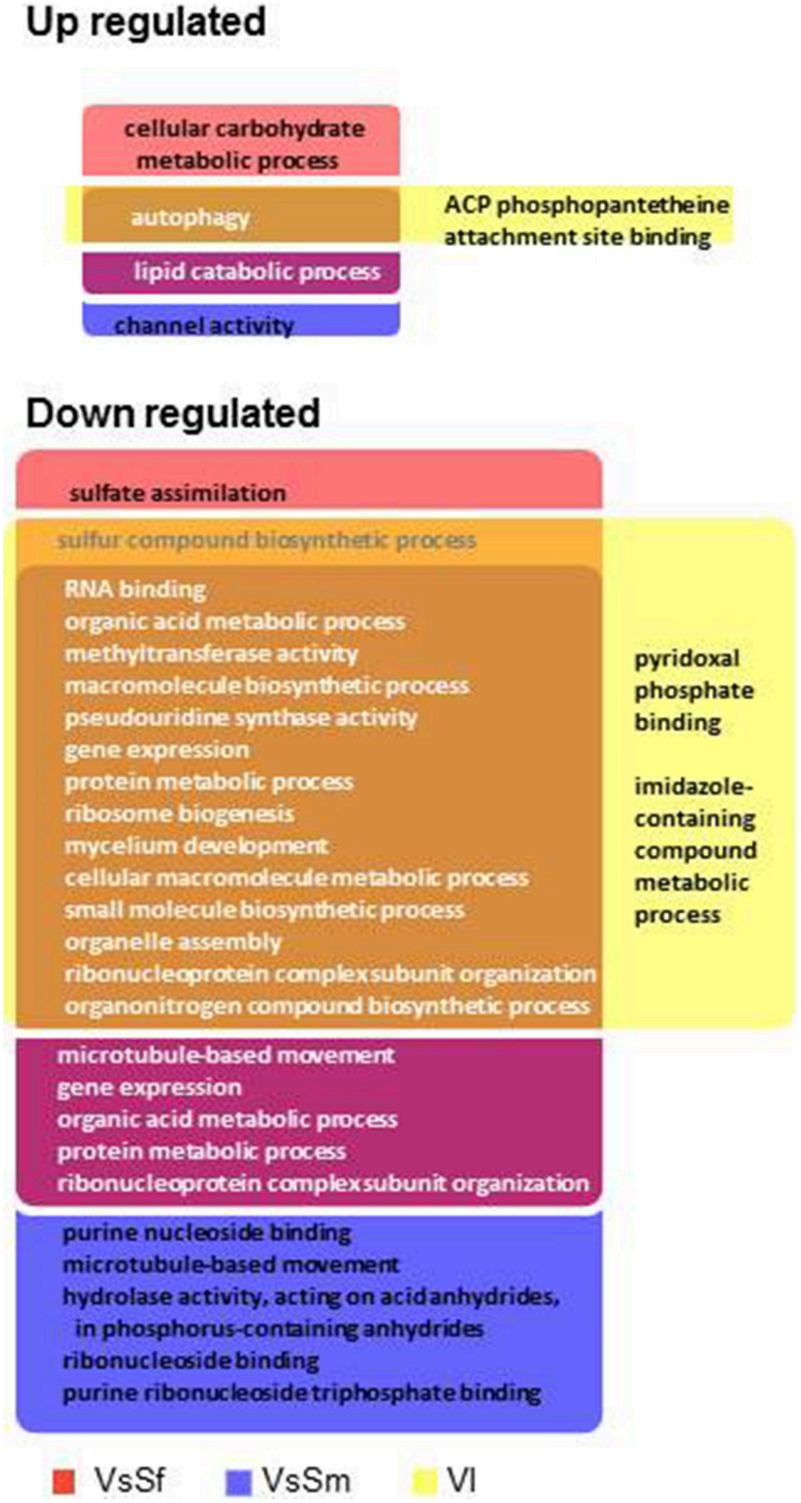
**Enriched GO terms in differentially regulated gene sets in presence of bacteria or during vegetative incompatibility for up or down regulated gene sets**.

In contrast, we found many GO terms associated with down regulated gene sets (102–138), with 73 terms associated with all down regulated gene sets (Figure 6). They are essentially related to developmental processes such as ribosome assembly, RNA processing and protein synthesis and illustrate the transcriptional signature of the growth arrest observed in the three conditions. 

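Ribosome biogenesis genes, whose products process ribosomal RNA in the nucleolus, were down regulated for 20 of 24 in VsSf, VsSm and VI (21, 21 and 20 when adjusted over the list alone). By time 20 were called at 6 h with each bacterium, and 2 with S. fonticola and 1 with S. marcescens at 2 h, where 21 and 20 were called without control replicate 1, so no difference between the times is read from these. The gene of U3 small nucleolar RNA-associated protein 17 (Pa_1_2550), of the complex that cuts the first rRNA precursor, was at -5.00 ± 0.85 with S. fonticola and -4.39 ± 0.82 with S. marcescens at 6 h and -3.20 ± 0.74 in VI, and nucleolar complex protein 2 (Pa_1_3240) at -4.15 ± 0.61, -3.55 ± 0.59 and -3.50 ± 0.59. The calls of Pa_1_2550 were lost without replicate 1 of S. fonticola 6 h (-4.81), either library of S. marcescens 6 h (-4.26 and -4.57), and, in VI, control replicate 2 (-1.25) or either VI library (-3.07 and -3.32), and that of Pa_1_3240 without replicate 1 of S. marcescens 6 h (-3.39). The list takes RNA helicases by name, of which prp16 (Pa_1_13680), called in all 3 responses, acts in splicing, and eIF4A (Pa_1_10440), called with both bacteria, in translation. RNA polymerase I and III subunits, which transcribe ribosomal and transfer RNA, were down regulated for 2, 2 and 3 of 3 genes. With the control and the tested group alone edgeR's test called 0 of these in each response (unadjusted p under 0.05: 3, 3 and 3; DESeq2: 2, 2 and 0). The median difference between the control libraries was -1.54 for the biogenesis list. In the direct comparison of the times, 8 of its 24 genes were lower at 6 h than at 2 h with S. fonticola. That number changed whenever 1 library was left out. Without replicate 1 of S. fonticola 6 h the VsSf count was 7, and without replicates 1 and 2 of S. marcescens 6 h the VsSm count was 4 and 6. With the control and the tested group alone edgeR's test called 0 in each response (unadjusted p under 0.05: 22, 22 and 20), and DESeq2 18, 18 and 19, while the polymerase counts became 1 (VsSf, without replicate 1 of S. fonticola 6 h), 0 (VsSm, without replicate 1 of S. marcescens 6 h) and 1, 1 and 0 (VI, without control replicate 2 and VI replicates 1 and 2).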

Note in addition that the 24 terms common to the VsSf and VsSm sets are essentially related to DNA metabolism.

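Genes of DNA replication were down regulated with both bacteria. Replication factor C subunit 2 (Pa_1_13260), part of the complex that loads the sliding clamp, was down regulated at 6 h with S. fonticola (-2.27 ± 0.20) and S. marcescens (-1.92 ± 0.19) and was at -0.31 ± 0.18 in VI, not called. Compared directly, it was lower in the mean of the bacterial groups than in VI (-1.26 ± 0.14), as was the proliferating cell nuclear antigen (Pa_1_10930, -1.36 ± 0.22). Of 7 genes of the list 6 were down regulated in VsSf, 6 in VsSm and 1 in VI, with the same counts when adjusted over the list alone, and 3 were lower with bacteria than in VI in the direct test. The VI libraries also differ in strain, temperature and sampling time. In DNA replication edgeR's test called 0 in each response with the control and the tested group alone (unadjusted p under 0.05: 6, 6 and 2; DESeq2: 3, 3 and 1). The control libraries differed little in this list (median 0.04). Without replicate 1 of S. fonticola 6 h the VsSf count was 3, without replicate 1 of S. marcescens 6 h the VsSm count was 3, and the single VI call was lost without VI replicate 2.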

Table 2 presents 25 Pfam-A domains significantly enriched or depleted in either of the conditions analyzed. The only Pfam-A domains enriched in all three up regulated gene sets correspond to proteins related to secondary metabolism generally involved in interspecific communication (see below). Domains enriched in presence of both bacteria include Heat Shock Proteins, transcription repressors of the NmrA family suggesting nitrogen repression (Andrianopoulos et al., 1998), and transmembrane ion transport. 

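Of 3 heat shock proteins with a function text, each behaved in its own way. The 30 kDa protein Pa_1_14000, a small chaperone, was up regulated at 2 h with S. fonticola (2.13 ± 0.34) and at 1.12 ± 0.34 in VI. The 70 kDa protein Pa_1_15130 rose in VI (1.68 ± 0.18) and was lower with bacteria than in VI (-1.49 ± 0.13). SSB (Pa_1_2670), a chaperone that sits on the ribosome, was down regulated at 6 h with S. fonticola (-2.82 ± 0.39) and S. marcescens (-2.79 ± 0.39) and in VI (-2.09 ± 0.38). VsSf, VsSm and VI thus held 1 up and 1 down regulated member each, and 2 up regulated in VI when adjusted over the list alone. The up regulated call of VsSm was lost without replicate 1 of S. marcescens 2 h, and VI gained another without control replicate 2. EdgeR's test called 0 in each response with the control and the tested group alone (unadjusted p under 0.05: 1, 1 and 2 up and 1 down in each; DESeq2: 1, 0 and 1 up and 1 down in each). Pfam domains were not analysed here.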

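The vacuolar genes named here rose at 6 h with both bacteria. Pa_3_6420, a regulator of the vacuolar proton pump, was at 1.30 ± 0.21 with S. fonticola and 1.30 ± 0.21 with S. marcescens, and Pa_7_8320, a vacuolar ATP synthase by the paper, at 4.75 ± 0.48 and 4.64 ± 0.48. In VI they were at 0.90 ± 0.21 and -1.30 ± 0.68, neither called, and Pa_7_8320 was higher with bacteria than in VI (4.23 ± 0.50). The vacuolar calcium transporter Pa_1_1710, which moves calcium into the vacuole, was up regulated with S. fonticola (2.76 ± 0.23 and 2.56 ± 0.23) and S. marcescens (2.28 ± 0.23 and 2.22 ± 0.23) and at -0.31 ± 0.23 in VI. Another such transporter, Pa_1_21690, was at 1.41 ± 0.31 and 1.26 ± 0.31 at 6 h, so that both calcium exchangers with a function text were up regulated in VsSf and VsSm, while in VI Pa_1_21690 was up regulated (1.31 ± 0.31) and Pa_1_1710 not. Of 4 genes annotated as V-ATPase subunits, edgeR's test called 0 in VsSf, VsSm and VI (unadjusted p under 0.05: 1, 1 and 2 up and 0 down; DESeq2: 0). Pa_3_6420 and Pa_7_8320 were named by the paper from the same samples, so they are not independent evidence. Counts were the same when adjusted over each list alone. In VI, Pa_3_6420 was called without control replicate 1 (1.05), and the call of Pa_1_21690 was lost without either VI library, in VsSf without replicate 2 of S. fonticola 6 h, and in VsSm without control replicate 2, any library of S. marcescens or either VI library. Of the calcium exchangers the control and the tested group alone left 1, 0 and 0 calls by edgeR (unadjusted p under 0.05: 2, 2 and 1; DESeq2: 1, 1 and 0), and of Pa_3_6420 and Pa_7_8320 0 (2, 2 and 1; 2, 1 and 0). From the calcium exchangers and these genes the paper proposes that regulating vacuolar pH is important in response to bacteria. The pH was not measured in these libraries.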

Note that all proteins displaying the Pfam-A domain PF01699 (Na-Ca-exchange) are predicted to be vacuolar which associated to the up-regulation of genes Pa_3_6420 and Pa_7_8320 encoding a regulator of V-ATPase and vacuolar ATP-synthase respectively, may indicate that regulating vacuolar pH is important in response to bacteria. Indeed *S. marcescens* is known to increase vacuolar pH when invading macrophage cells in culture (Fedrigo et al., 2011). Interestingly two domains related to transport of small solutes through membranes are specifically enriched in presence of *S. fonticola*. The enrichment of MFS transport often associated with drug extrusion could explain why *P. anserina* can survive to the presence of *S. fonticola*. 

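Drug transporters moved in different ways. Pa_2_7900, a drug efflux transporter of the MFS family, was up regulated at 6 h with S. fonticola (2.53 ± 0.43) and S. marcescens (2.31 ± 0.42), and the multidrug efflux protein Pa_4_3790 as well (2.02 ± 0.27 and 1.78 ± 0.27). The ABC transporter Pa_6_11200 rose in VI (2.00 ± 0.19). Of 9 such genes with a function text, 4 were up and 1 down regulated in VsSf, 3 and 2 in VsSm, and 4 and 1 in VI, also when adjusted over the list alone. The direct test between the bacteria called 0 of them (edgeR's quasi-likelihood test with Benjamini-Hochberg; unadjusted p under 0.05: 1 at 2 h and 2 at 6 h, all higher with S. fonticola; DESeq2: 0). The paper proposes that MFS transporters could help to explain survival with S. fonticola. It bases this on an MFS domain enriched among the up regulated genes of VsSf and not of VsSm or VI. The 9 genes here were matched by words and are a small part of such transporters, so they do not test that enrichment. In the fits of the control and the tested group alone edgeR called 0, 0 and 2 as up (unadjusted p under 0.05: 6, 5 and 4; DESeq2: 4, 3 and 4) and 1 as down regulated in each response. The up regulated VsSm count was 5 without control replicate 1, the down regulated VsSf count 3 without control replicate 2, and the down regulated VsSm count 1 without either library of S. marcescens 6 h.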

Finally, the HET, LysM, and NACHT domains associated with incompatibility can be linked to NLR signaling related to defense functions (see below). 

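Nuclear pore genes, whose products form the gate between nucleus and cytoplasm, were down regulated with bacteria: 3 of 3 in VsSf and in VsSm. Nup160 (Pa_1_13560), of the scaffold of the pore, was at -1.59 ± 0.24 with S. marcescens at 6 h and 0.15 ± 0.23 in VI, and it was lower with bacteria than in VI (-1.35 ± 0.17). In VI edgeR's quasi-likelihood test with Benjamini-Hochberg called 0 of the 3 (unadjusted p under 0.05: 2 down and 0 up; DESeq2: 0), with the same counts when adjusted over the list alone. The VsSf count was 1 without replicate 1 of S. fonticola 6 h, and with the control and the tested group alone edgeR called 0 in VsSf and VsSm (unadjusted p under 0.05: 3 and 3; DESeq2: 3 and 3).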

Domains associated with down regulated genes in presence of bacteria are essentially associated with transport through nuclear membrane and RNA. Domains associated with incompatibility are also related to RNA binding and GTPase activity. Finally, note that WD40 repeat containing domains are highly represented in the three down regulated gene sets, while ankyrin repeat containing proteins are tightly regulated during VI but not in presence of bacteria. 

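Of 3 ankyrin genes with a function text, Pa_4_4680 was up regulated in VI (3.12 ± 0.29) and lower with bacteria than in VI (-3.01 ± 0.19). Ankyrin repeats bind other proteins. With bacteria edgeR's quasi-likelihood test with Benjamini-Hochberg called 0 of the 3 (unadjusted p under 0.05: 0; DESeq2: 0). Of 3 HET domain genes, Pa_4_1550, annotated as a heterokaryon incompatibility protein, a kind of protein that controls VI, was strongly up regulated in VI (5.87 ± 0.25) and lower with bacteria (-5.18 ± 0.14). Het-D (Pa_2_7940) was at 1.64 ± 0.43 in VI, and its difference to the bacterial groups passed (-2.12 ± 0.31). HET domain genes called in VsSf, VsSm and VI thus numbered 0, 1 and 2 (VsSf: unadjusted p under 0.05, 1; DESeq2, 0), with the same counts for both groups when adjusted over the list alone. The call of Het-D was lost with every library left out except control replicate 1, and that of Pa_4_1550 in VsSm (1.08 ± 0.23 at 6 h) without control replicate 1 and without either library of S. marcescens 6 h. In the fits of the control and the tested group alone edgeR called 0, 0 and 1 HET domain genes (unadjusted p under 0.05: 1, 1 and 1; DESeq2: 0, 0 and 1). The tables at hand name few of the genes with these domains, so no enrichment was tested.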

Four of the ankyrin containing proteins appear to be STAND proteins (see below), the remaining mostly correspond to proteins lacking a predicted function but usually these repeat domain proteins are involved in protein interactions with scaffolding functions (Javadi and Itzhaki, 2013).

**Table 2:** **Pfam-A protein domains enriched in at least one differentially expressed gene set**.

**Annotation**	**Name**	**Genome**	**VsSf**	**VsSm**	**VI**	**Brief description**
**UP REGULATED GENES**						
PF00153.22	Mito_carr	102	**40 (2,24)**	–	–	Membrane transport of small solute across mitochondrial and other membranes
PF07690.11	MFS_1	158	**51 (1,84)**	–	–	Membrane transport of small solutes including drugs
PF01699.19	Na_Ca_ex	16	**12 (4,28)**	**10 (4,16)**	–	Ion transport, Vacuolar homeostasis
PF08240.7	ADH_N	36	**18 (2,85)**	**19 (3,51)**	–	Alcohol deshydrogenase
PF00107.21	ADH_zinc_N	42	**19 (2,58)**	**20 (3,17)**	–	Alcohol deshydrogenase (partialy included in ADH-N)
PF00106.20	adh_short	79	28 (2,02)	**26 (2,19)**	–	Short chain deshydrogenase, reductase
PF07859.8	Abhydrolase_3	20	**12 (3,42)**	**12 (4)**	–	Hydrolases including lipases
PF00011.16	HSP20	6	**6 (5,7)**	**6 (6,66)**	–	HSP, Chaperonne in response to stress, pathogenesis in ustilago
PF01494.14	FAD_binding_3	38	**17 (2,55)**	**17 (2,98)**	–	Electron tranfer
PF00840.15	Glyco_hydro_7	7	5 (4,07)	**7 (6,66)**	–	Glycoside hydrolase
PF05368.8	NmrA	20	11 (3,14)	**10 (3,33)**	–	Negative transcriptional regulator, Nitrogen metabolite repression
PF00501.23	AMP-binding	49	**21 (2,44)**	**20 (2,72)**	–	AMP-binding in peptide synthases and four coumarate CoA ligase
PF13193.1	AMP-binding_C	18	10 (3,1)	**10 (3,7)**	–	All included in AMP-binding
PF00668.15	Condensation	30	**15 (2,85)**	**14 (3,11)**	–	Antibiotic synthesis in peptide synthase
PF00550.20	PP-binding	50	**25 (2,85)**	**21 (2,8)**	**24 (2,59)**	Prosthetic group, associated to PKS (includes four condensation)
PF00698.16	Acyl_transf_1	24	12 (2,85)	11 (3,05)	**15 (3,37)**	Acyl transferase, PKS
PF00109.21	ketoacyl-synt	24	12 (2,85)	10 (2,77)	**15 (3,37)**	PKS
PF02801.17	Ketoacyl-synt_C	23	11 (2,72)	9 (2,6)	**15 (3,52)**	PKS
PF14765.1	PS-DH	21	10 (2,71)	–	**15 (3,85)**	PKS
PF08659.5	KR	14	–	–	**11 (4,24)**	PKS
PF06985.6	HET	129	–	–	**62 (2,59)**	Vegetative incompatibility cell death
PF01476.15	LysM	31	–	–	**18 (3,13)**	Sugar binding, bacterial cell wall degradation
PF05729.7	NACHT	34	–	–	**17 (2,69)**	NLR oligomerization domain
PF00400.27	WD40	433	**13 (0,17)**	**17 (0,26)**	–	Repeat, protein ligand interaction
PF12796.2	Ank_2	167	**7 (0,24)**	**4 (0,16)**	**76 (2,46)**	Repeat, protein ligand interaction
**DOWN REGULATED GENES**						
PF13634.1	Nucleoporin_FG	12	**11 (4,85)**	**11 (5,28)**	–	Nuclear pore
PF00493.18	MCM	6	6 (5,29)	**6 (5,76)**	–	Replication licensing factors
PF14551.1	MCM_N	6	6 (5,29)	**6 (5,76)**	–	Comprised in MCM
PF00271.26	Helicase_C	77	**33 (2,27)**	**34 (2,54)**	–	Helicase, mostly associated to RNA
PF00270.24	DEAD	47	**28 (3,15)**	**29 (3,55)**	**22 (2,43)**	RNA helicase included in Helicase_C
PF00076.17	RRM_1	83	**39 (2,49)**	**35 (2,42)**	30 (1,88)	RNA binding
PF00153.22	Mito_carr	102	–	–	**53 (2,71)**	Membrane transport of small solute across mitochondrial and other membranes
PF01926.18	MMR_HSR1	12	–	–	**11 (4,77)**	GTPase
PF06985.6	HET	129	–	–	**5 (0,20)**	Vegetative incompatibility cell death
PF00400.27	WD40	433	**138 (1,69)**	**137 (1,82)**	**122 (1,47)**	Repeat, protein ligand interaction
PF12796.2	Ank_2	167	**10 (0,32)**	**9 (0,31)**	**3 (0,09)**	Repeat, protein ligand interaction

*Along with the Pfam-A domain accession numbers and names are indicated the number of annotations in the genome and in the differentially expressed gene sets, the numbers in brackets indicating the enrichment factor (Two tails Fisher's test, p < 0.001 in bold, otherwise p < 0.01). A brief description of the domain function is also presented*.

### Secreted proteins

Secreted proteins are involved in interspecies communication in situation of host pathogen or host symbiont interactions. We analyzed the expression of the 801 genes encoding predicted secreted proteins from *P. anserina*, and found no bias for genes encoding CAZyme, proteases or lipases, three of the main classifications for secreted proteins (Pellegrin et al., 2015). However, genes encoding Small Secreted Proteins (SSP, protein of less than 250 aa) are overrepresented in the up regulated gene set in response to bacteria, but not during the VI reaction for genes with a fold change over 4 (Table 3). SSPs in the context of host pathogen or host symbiont interactions act on the host cell to modify its behavior, and are thus considered fungal effectors. It appears that they can also be involved in the fungal reaction to heterospecific non self, possibly acting directly on the bacterial cells. In that respect it is relevant to note that within the expressed SSP encoding genes are *idi1, idi2*, and *idi3* previously identified in the context of VI. IDI2 protein is homologous to the victoriocin displaying an antifungal activity in the species *Chochliobolus victoriae* (de Sá et al., 2010).

**Table 3:** **Expression of Small Secreted Protein encoding genes**.

	**VsSf**	**VsSm**	**VI**
FC > 2	64/1.2/ns	56/1.2/ns	57/1/ns
FC > 4	52/1.8/5^*e-*5^	46/1.8/9^*e-*5^	45/1.3/ns
FC > 6	38/2.5/8^*e-*10^	30/2.5/2^*e-*7^	25/1.3/ns
FC > 8	20/2.5/2^*e-*6^	17/2.8/2^*e-*6^	11/1/ns

*For each reaction the number of SSP encoding genes, the enrichment compared the expected number, and the Fisher's two tail test p-value are indicated (Number/Enrichment/p-value), depending of the fold change (FC) threshold level. Ns, non-significant*.

### Autophagy contributes to survival against bacterial non self

Autophagy, the only GO term associated with all three responses, is generally associated to stress responses (Kroemer et al., 2010), and has also been described as essential to immune response in plants and animals (Zhou et al., 2014; Benoit et al., 2015; Shibutani et al., 2015). Genes encoding components of the *S. cerevisiae* autophagy machinery were recently reviewed (Feng et al., 2014). 

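Autophagy genes were up regulated in all 3 responses. Atg2 (Pa_2_12950), which moves lipid to the growing autophagosome, was at 2.36 ± 0.26 and 2.32 ± 0.26 with S. fonticola, 1.86 ± 0.26 and 1.95 ± 0.26 with S. marcescens and 2.97 ± 0.26 in VI. Atg9 (Pa_5_5550), the membrane protein that seeds it, was at 1.45 ± 0.16, 1.31 ± 0.16 and 2.13 ± 0.16 at 6 h and in VI, and the protease Atg4 (Pa_5_5430) at 2.00 ± 0.18, 1.77 ± 0.18 and 1.65 ± 0.18. Atg18 (Pa_6_3970), which binds phosphoinositides, and Atg29 (Pa_1_19480), of the initiation complex, rose in VI (2.16 ± 0.27 and 2.21 ± 0.33) and were lower with bacteria than in VI (-1.43 ± 0.19 and -1.44 ± 0.23). Of 17 tested orthologs 11 were up regulated in VsSf, 10 in VsSm and 14 in VI (Fisher's exact test, adjusted p = 0.00017, 0.000376 and 4.58e-07), with the same counts when adjusted over the list alone, and 0 were down regulated by edgeR's test (unadjusted p under 0.05: 2, 0 and 1; DESeq2: 0). The set test camera gave adjusted p of 0.00912 and 0.000139 for S. fonticola at 2 and 6 h, 0.00153 and 0.00021 for S. marcescens and 0.00021 for VI, and 0.423, 0.309, 0.354, 0.309 and 0.309 with an estimated correlation between genes. Between the control libraries the median difference of the list was 0.56. With the control and the tested group alone edgeR's test called 0, 0 and 4 (unadjusted p under 0.05: 10, 11 and 14), and DESeq2 8, 6 and 11.

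**Figure D3:**
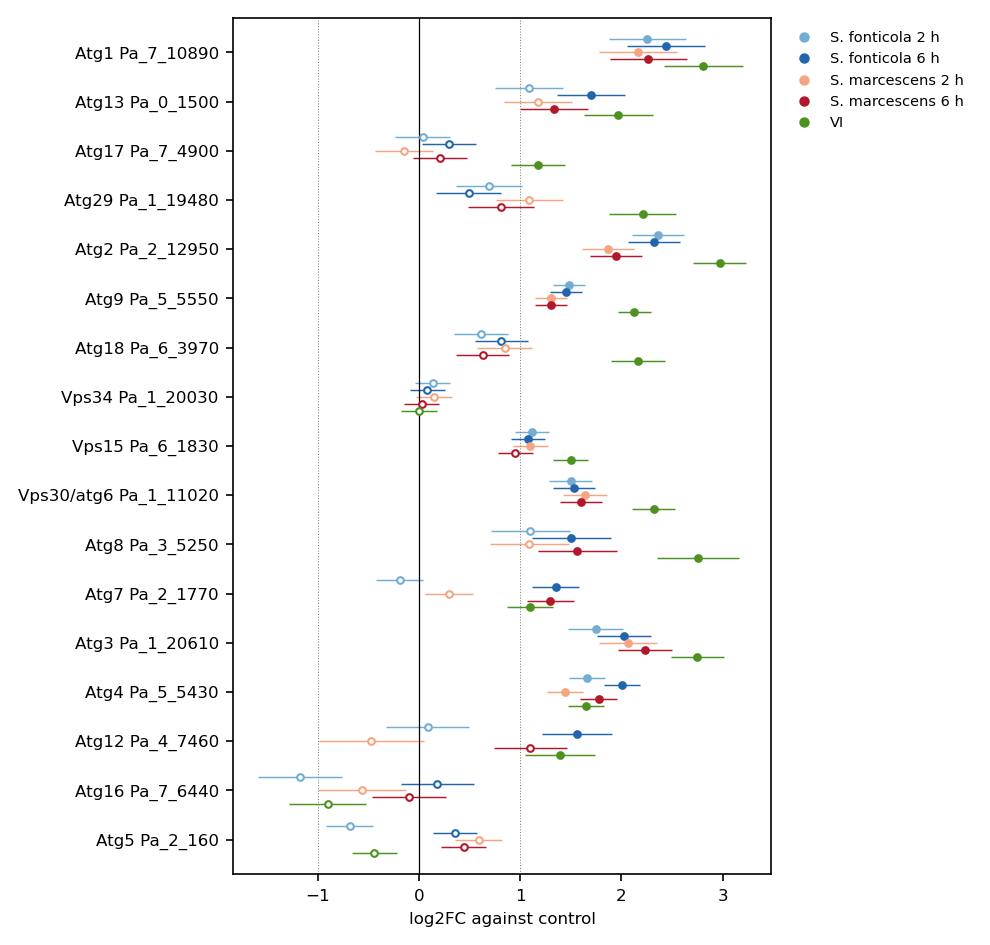
log2FC against control, with its standard error, of the 17 tested orthologs of yeast autophagy genes. Filled points passed the thresholds and open points did not. Dotted lines mark a log2FC of 1 and -1.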

Eighteen have orthologs in *P. anserina*, 12, 10, and 12 of which are up regulated in the VsSf, VsSm, or VI gene sets while none is down regulated (Additional file 4). The role of autophagy as a cell death or survival mechanism seems to depend on the context and model (Dickman and Fluhr, 2013). Autophagy has been extensively studied in *P. anserina*, in particular in the context of VI where it exerts a pro-survival function, and was hypothesized to restrict spread of death signals from the heterokaryotic cell (Pinan-Lucarré et al., 2005, 2007). We transferred three *P. anserina* autophagy mutants, Δ*Pa-ATG1*, Δ*Pa-ATG8* (Pinan-Lucarré et al., 2005), and Δ*pspA* (Paoletti et al., 2001) involved at different stages of the process onto *S. fonticola* or *S. marcescens* seeded plates. In presence of both bacteria, autophagy mutant cell death rapidly reaches high levels not attained by WT strain (60–80%) (Figure 7). This is particularly clear in transfer to *S. fonticola* seeded plates, while in response to *S. marcescens* level of WT cell death is initially slightly inferior to that of the autophagy mutant strains. These results indicate that as for VI, autophagy exerts a pro-survival function in response to bacteria. This pro-survival function of autophagy is the clearest in response to *S. fonticola*, but seems attenuated in response to *S. marcescens*. Interestingly *S. marcescens* is known to be able to alter the pH of autophagic like vesicles in mammalian cells (Fedrigo et al., 2011) and one could speculate that such action renders autophagy less efficient in *P. anserina* as well.

**Figure 7:**
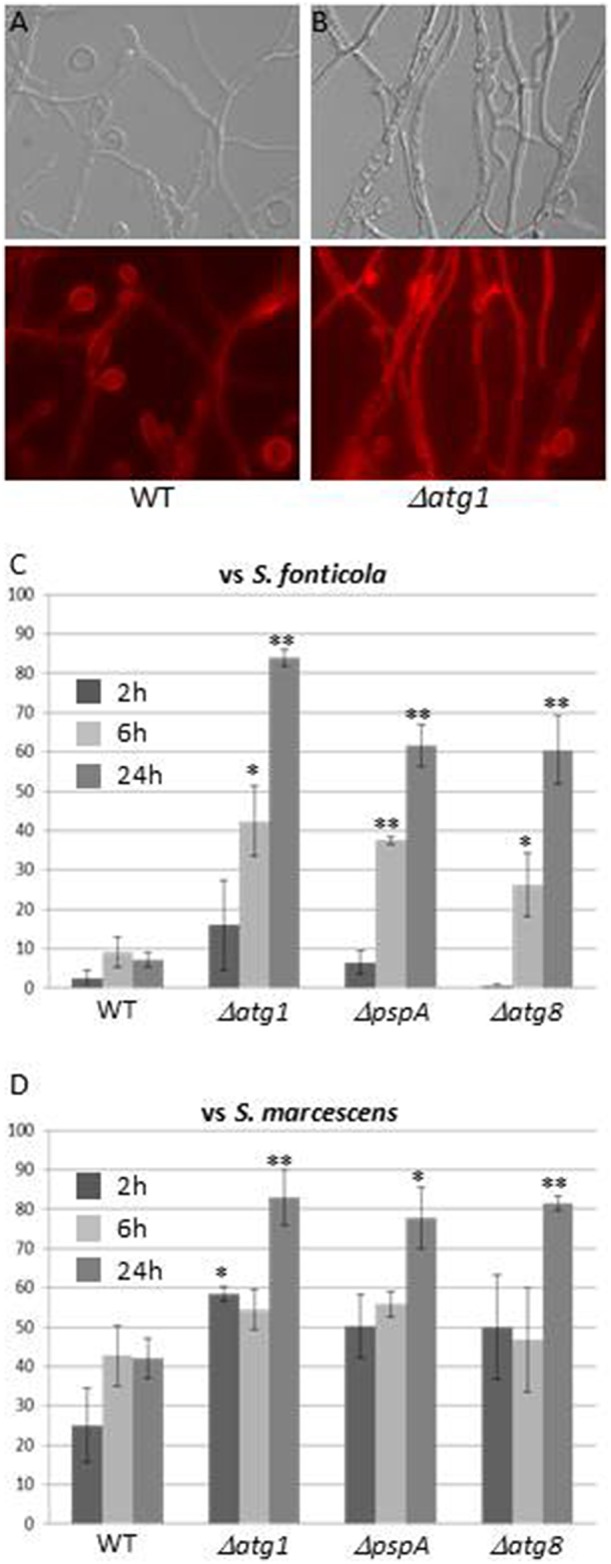
**Autophagy exerts a pro-survival function in response to bacteria. (A,B)** Light or *atg1* autophagy mutant ∆ Evans blue staining of WT **(A)** or **(B)** 6 h after transfer onto a *S. fonticola* seeded plate. **(C,D)** Cell death level measure *atg8* autophagy mutants after transfer onto *S. ∆pspA*, and ∆*atg1*, ∆ for WT, fonticola **(C)** or *S. marcescens* **(D)** seeded plates. Cell death was estimated from 10 different pictures of three independent experiments for each time point (two tailed *t*-test, ^*^p < 0.05, ^**^p < 0.001).

### Reactive oxygen species

ROS are often produced in the context of host/pathogen interactions either as a defense mechanism by the host or as a debilitating factor by the pathogen (Gessler et al., 2007). We have compiled *P. anserina* genes encoding ROS producing enzymes or acting as antioxidant agents (Additional file 5). It is clear that in reaction to bacteria, expression of antioxidant components is stimulated, which is not the case during the VI reaction, while expression of the main ROS producing enzymes (PaNOX1-3) is not stimulated. 

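Most antioxidant genes were up regulated with bacteria and fewer in VI. The catalase CATA (Pa_7_4240), which breaks down hydrogen peroxide, was up regulated at 2 h with S. fonticola (7.57 ± 0.46) and S. marcescens (5.89 ± 0.44). The mitochondrial superoxide dismutase Pa_2_4460 rose at 6 h (2.98 ± 0.31 and 2.59 ± 0.31) and in VI (1.72 ± 0.30), and the glutathione transferase Pa_3_900, of enzymes that couple toxic compounds to glutathione, at 6 h (6.14 ± 0.81 and 5.91 ± 0.80). The catalase CATB (Pa_7_1610) went the other way in VI (-4.06 ± 0.49) and was higher with bacteria than in VI (5.25 ± 0.49). The list follows the paper and also holds enzymes of carotenoid synthesis, such as phytoene dehydrogenase (Pa_1_15010, named after its values were seen, 2.89 ± 0.33 with S. fonticola at 6 h and 2.52 ± 0.33 in VI), the melanin polyketide synthase PaPKS1 and sulfite oxidases. Of 34 antioxidant genes 24 were up and 1 down regulated in VsSf, 26 and 1 in VsSm, and 9 and 5 in VI (Fisher's exact test for up, adjusted p = 3.20e-09, 8.42e-12 and 0.558), also when adjusted over the list alone, and 17 were higher and 1 lower with bacteria than in VI. The set test camera gave adjusted p of 2.92e-06 and 1.26e-06 for S. fonticola, 2.48e-08 and 3.49e-07 for S. marcescens, and 0.000177 for bacteria against VI, and with an estimated correlation 0.276 in these 4 and 0.309. For VI it was 0.978, with a median log2FC of -0.172, a mean of -0.061 and the direction up. PaNox1 (Pa_1_2410), an enzyme that makes superoxide, was down regulated at 6 h (-1.92 ± 0.16 and -1.84 ± 0.16) and in VI (-1.27 ± 0.16), PaNox3 (Pa_1_5020) rose in VI (1.55 ± 0.30), and of the 3 NADPH oxidases edgeR's test called 0 up regulated in VsSf and VsSm (unadjusted p under 0.05: 0; DESeq2: 0; adjusted over the list alone: 0). The down regulated count was 2 and 3 (VsSf) without control replicates 1 and 2, 2 (VsSm) without control replicate 1, and 3 and 2 (VI) without VI replicates 1 and 2, the down regulated NADPH oxidases of VsSm were 2 without control replicate 2, and with the control and the tested group alone the up regulated counts were 3, 2 and 0 (unadjusted p under 0.05: 26, 27 and 10; DESeq2: 22, 21 and 7).

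**Figure D4:**
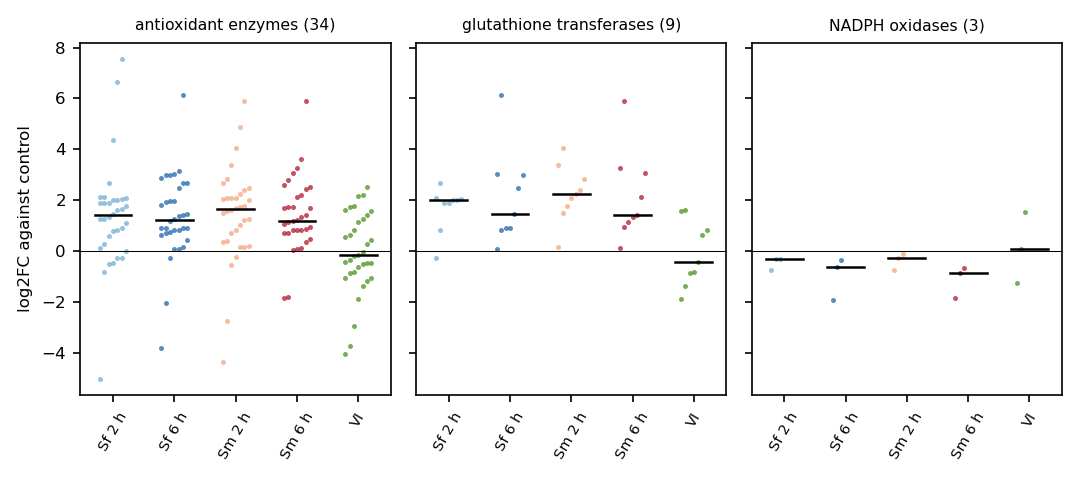
log2FC against control of every tested gene of 3 groups of enzymes that remove or make reactive oxygen species, in the 5 comparisons (Sf, S. fonticola; Sm, S. marcescens). Each point is a gene, the black bar is the median and the number of genes is in brackets. Most glutathione transferases are also in the antioxidant group.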

Using a probe reactive to ROS we indeed observed their accumulation in dead or dying cells in presence of bacteria (Figure 8). These observations suggest that *P. anserina* is confronted to an oxidative stress generated by the presence of the bacteria. It was already observed that *P. anserina* accumulated peroxides in response to certain fungal species but not during VI (Silar, 2005).

**Figure 8:**
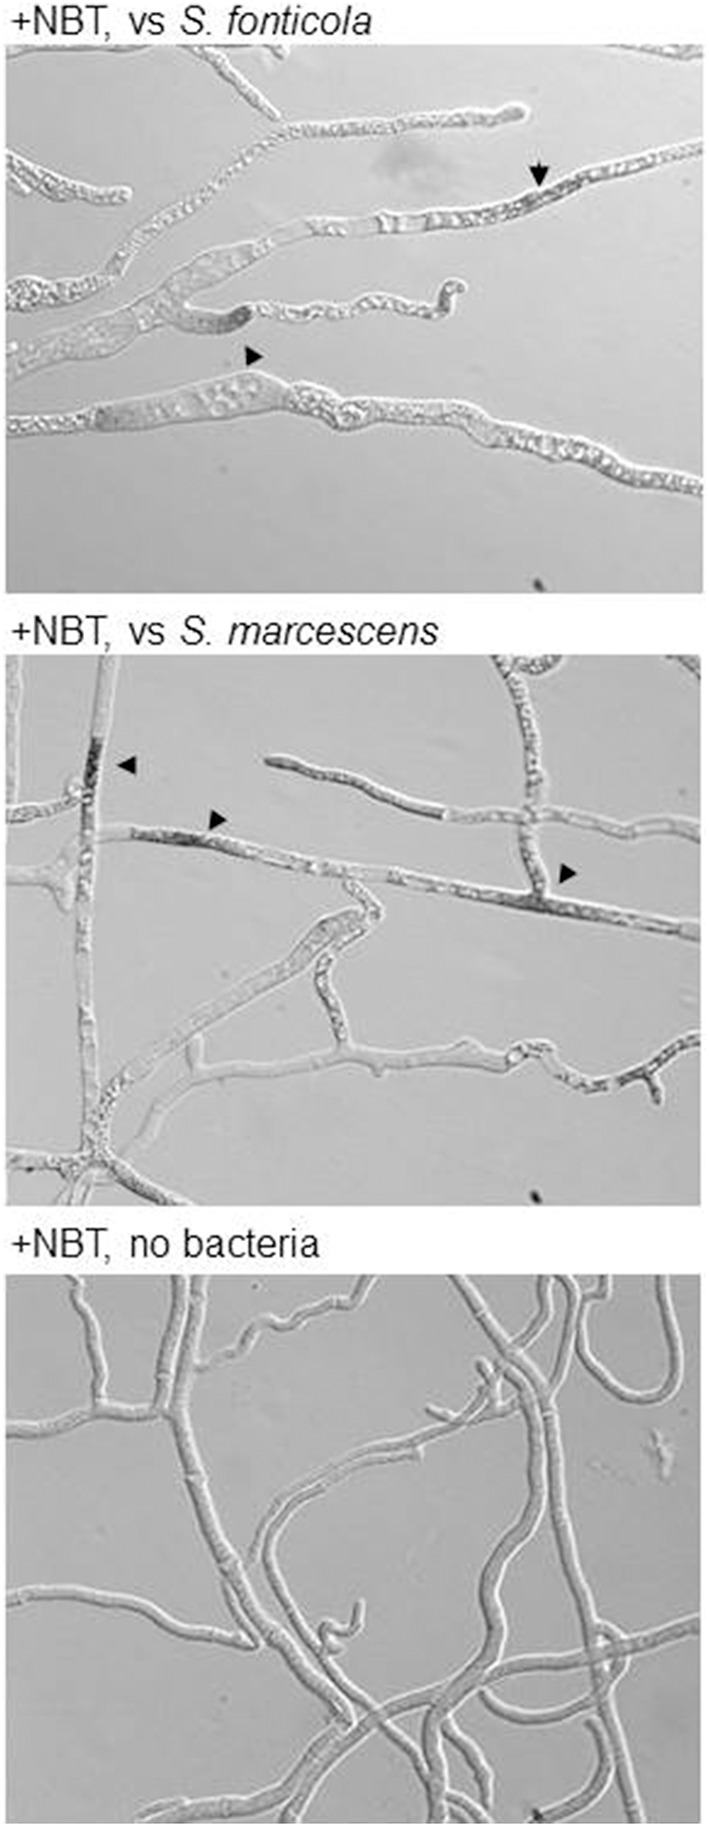
***P. anserina* is submitted to an oxidative stress in response to bacteria:** Upon transfer for 2 or 6 h onto *S. fonticola* or *S. marcescens* seeded plates ROS are detected in *P. anserina* dead or dying cells (arrowheads) that are not detected after transfer to bacteria free plates.

### Secondary metabolite

Secondary metabolites constitute central elements of the chemical arsenal for inter organismal communications, and fungal secondary metabolite production has been shown to be stimulated by bacteria in fungi (Brakhage, 2013). Thirty five secondary metabolite gene clusters comprising 470 genes have been identified in *P. anserina* (Bills et al., 2013). 

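Polyketide synthases build the carbon skeleton of many secondary metabolites. Of those in the clusters, Pa_5_380 was up regulated in VI (7.01 ± 0.30) and lower with bacteria than in VI (-7.39 ± 0.18), while Pa_1_11870 was up regulated at 6 h with S. fonticola (2.98 ± 0.32) and S. marcescens (2.61 ± 0.33) and higher with bacteria than in VI (2.60 ± 0.36). The melanin polyketide synthase PaPKS1 (Pa_2_510) rose in VI (1.79 ± 0.24). Of the 368 tested genes of the clusters, 123 were up and 65 down regulated in VsSf, 116 and 53 in VsSm, and 136 and 59 in VI (126 and 66, 120 and 54, 139 and 60 when adjusted over the list alone). The up regulated members exceeded the 76.4, 68.6 and 81.1 expected from all tested genes (Fisher's exact test, adjusted p = 3.27e-08, 5.90e-09 and 2.63e-10). As a set, camera gave an adjusted p of 0.623 and 0.0155 for S. fonticola at 2 and 6 h, 0.135 and 0.0128 for S. marcescens and 0.00763 for VI, and with an estimated correlation 0.826, 0.309, 0.493, 0.309 and 0.309. In the direct test 54 genes were higher and 105 lower with bacteria than in VI. With the control and the tested group alone the up regulated counts were 15, 10 and 52, and with limma-voom and library weights 65, 55 and 83, and with a log2FC threshold of 2 73, 64 and 85.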

In agreement with the Pfam-A protein domain analysis, they are over represented in the three up regulated gene sets (Fisher's test, *p* < 0.005, Additional file 6), with a total of 126, 122, and 142 genes in the VsSf, VsSm and VI up regulated gene sets. 

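In cluster 19, 10 of 14 tested genes were up and 7 down regulated in VsSf, of which 5 were called in both directions, at different times (6 were down regulated at 2 h and 9 up regulated at 6 h). In VsSm 11 were up and 1 down regulated, and in VI 2 and 2. In cluster 10 all 6 tested genes were up regulated in VI and 2 in VsSf and in VsSm, with 1 down regulated in VsSf, and in cluster 17 of 8 tested genes 5, 5 and 6 were down regulated in VsSf, VsSm and VI. Clusters with at least 1 up regulated gene numbered 32, 33 and 32 of 35, and those with at least 3 numbered 21, 22 and 24. A cluster of many genes reaches these levels more easily than a small cluster, and no test of single clusters was made. With the control and the tested group alone, clusters with at least 3 numbered 2, 0 and 6, and no more than 1 gene of clusters 17 and 19 was called in any response and direction, and with limma-voom and library weights 11, 8 and 12, with 6 up regulated genes of cluster 19 in VsSf and in VsSm. In cluster 17 the down regulated genes were 3 in VsSf and in VsSm without either library of the 6 h group of the same bacterium, and in cluster 10 the up regulated were 1 in VsSf without replicate 2 of S. fonticola 6 h, and 1 in VsSm without control replicate 2 or replicate 1 of S. marcescens 6 h.

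**Figure D5:**
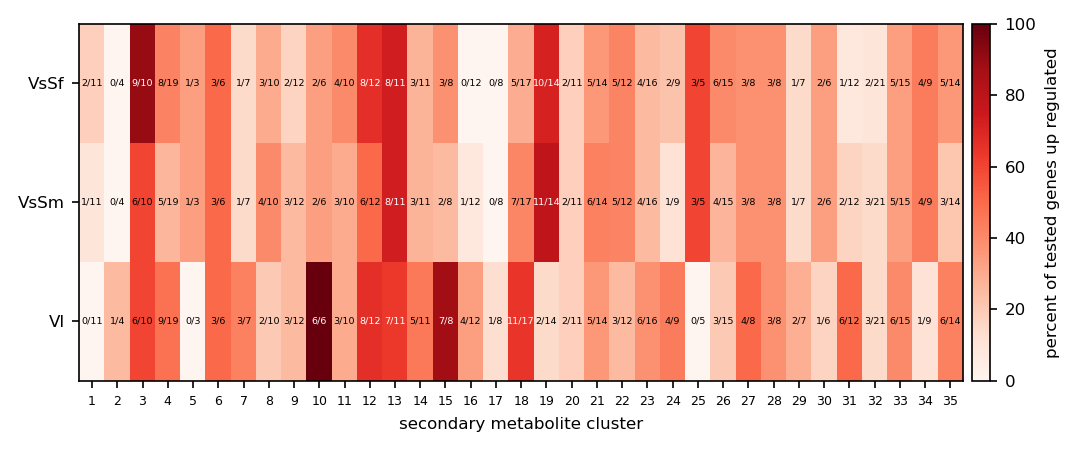
Up regulated genes in each of the 35 secondary metabolite clusters in VsSf, VsSm and VI. Each cell gives the number of up regulated over the number of tested genes, and the colour gives their percent.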

We also observed that 33, 31, and 34 clusters having at least one gene up regulated, and 22, 22, and 21 have at least three genes up regulated in the VsSf, VsSm, or VI gene sets (Additional file 6). Only 52 genes (including 8 out of 17 expressed polyketide synthase encoding genes) are up regulated in all three conditions suggesting that the final secondary metabolites produced in VI or in response to bacteria likely differ.

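In all, 53 cluster genes were up regulated in all 3 responses, of 200 up regulated in at least 1 of them, while 65 were up regulated in VI and in neither bacterial set, and 51 in both bacterial sets and not in VI. Of 19 tested polyketide synthases 16 were up regulated in at least 1 response and 8 in all 3, with 12 in VsSf, 11 in VsSm and 13 in VI (12, 11 and 14 when adjusted over the list alone). Pa_4_1610 shows the difference in degree: it was at 1.46 ± 0.21 at 6 h with S. marcescens and 3.74 ± 0.22 in VI. From the small number of common genes the paper proposes that the final metabolites of VI and of the response to bacteria likely differ. Polyketide synthases called by edgeR with the control and the tested group alone were 0, 0 and 4 (unadjusted p under 0.05: 12, 12 and 14; DESeq2: 6, 7 and 10). No metabolite was measured in these libraries. The counts of 12 and 11 were 6 without replicate 1 of S. fonticola 6 h, and 6, 6 and 7 without replicates 1 and 2 of S. marcescens 2 h and replicate 1 of S. marcescens 6 h.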

### Signaling

In *P. anserina* we identified 77 such NLR encoding genes (Dyrka et al., 2014). They are not transcriptionally regulated in presence of bacteria, but they are overrepresented (Fisher test, *p* < 0.001) in the up regulated genes during the VI reaction (Table 4) as already reported (Bidard et al., 2013). In *P. anserina* NLR proteins, 7 N-terminal domains with a known annotation were identified, three of which (HET, HeLo, HeLo-like) known or suspected to induce cell death in *P. anserina* (Paoletti and Clavé, 2007; Daskalov et al., 2012, 2015). Two N terminal domains are related to lipase, one (sesB) altering growth in *Nectria haematococca* (Graziani et al., 2004), the other (Patatin) controlling PCD and defense in plants (Kumar and Kirti, 2012; Kim et al., 2014). All these domains are also found in non-NLR proteins (Daskalov et al., 2012). As these effector domains are not all Pfam-A annotated, we used an in-house annotation pipeline to identify them in all *P. anserina* cds, and examined expression of the corresponding genes (Table 4). For each domain they are expressed in higher numbers during VI than in response to bacteria. Taken altogether they appear over-represented in VI gene set (*p* < 0.001). This remains true when the two most represented HET and HeLo like domains are subtracted from the analysis (*p* < 0.05). Overall VI conditions result in expression of NLR N-terminal or stand-alone effector domains known to induce cell death in *P. anserina*. Note that HeLo and HeLo-like domains act as pore forming toxins through insertion in biological membranes (Mathur et al., 2012; Seuring et al., 2012), and could thus also be active on membranes of pathogens in addition to *P. anserina*. Indeed HeLo domain is known to induce cell death when expressed in yeast cells (Taneja et al., 2007). The same could be true for the other N terminal effector domains.

**Table 4:** **NLR and STAND alone effecter domains gene expression**.

**Domain**	**Function**	**Cell death**	**NLR**				**Non NLR**			
			**Genome**	**Up VsSf**	**Up VsSm**	**Up VI**	**Genome**	**Up VsSf**	**Up VsSm**	**Up VI**
GOOD-BYE	–	–	10	2 (2)	1 (1)	6^*^	4	1	0	2
HeLo-like	Pore forming	Suspected	4	1 (1)	0	3^*^	20	4 (2)	4 (3)	18^**^
HeLo	Pore forming	Yes	–	–	–	–	7	3 (3)	3 (3)	4
HET	–	Yes	5	0	0	2	124	16 (9)	19 (13)	61^**^
Patatin	Lipase	Suspected	1	0	0	2	9	5* (2)	5* (1)	3
PNP_UDP	Sugar metabolism	–	1	0	0	2	5	0	0	3
REL-SPO	ppGpp metabolism	–	1	0	0	1	–	–	–	–
SesB	Lipase	Suspected	12	0	0	3	24	4 (2)	4	7
Unk	–		39	2	1	10	–	–	–	–
total			73	5	2	29	193	33	35	98

The numbers of NLR and standalone effecter domain encoding genes up regulated in response to non self are reported. For responses to bacteria numbers of genes also regulated during VI are indicated in brackets. Fisher tests were conducted to identify genes significantly enriched in comparison to their representation in the genome (

* *p < 0.05*,

** *p < 0.001)*.

Histidine kinase (HK) function as sensors for external or internal stimuli and are able to activate response pathways either directly, or in two component system via phosphotransfer protein (HPT) (Schaller et al., 2011). HK encoding genes are over represented in up regulated gene sets as described in details in Additional file 7.

### Transcription factors and promoters

*P. anserina* genome encodes for 216 putative transcription factors. TF encoding genes are under-represented in the down regulated gene sets for all three conditions (2.1 folds, *p* = 1.5^*e-*3^ for VsSf, 2.4 folds *p* = 7.2^*e-*4^ for VsSm, 2.7 folds *p* = 9.1^*e-*5^ for VI). Of the 30 down regulated TF genes, 12 have orthologs with known functions that are essentially related to development. 

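Transcription factor genes listed by the paper as up regulated include urbs1 (Pa_6_1720), whose ortholog represses siderophore synthesis, up regulated at 6 h with S. fonticola (1.87 ± 0.17) and S. marcescens (1.80 ± 0.17), and Pa_7_2610, of no known function, at 2 h (2.39 ± 0.25 and 2.32 ± 0.25). Pa_2_5977 rose in VI (4.88 ± 0.33) and was lower with bacteria than in VI (-5.31 ± 0.19). Listed as down regulated are Hoy1 (Pa_2_6460), which acts in hyphal growth (-1.58 ± 0.17 and -1.74 ± 0.17 at 6 h), hst3 (Pa_3_2220), a histone deacetylase (-1.71 ± 0.24 and -2.01 ± 0.25), and cys-3 (Pa_6_4490), the regulator of sulfur genes (-1.78 ± 0.16 in VI). Of the 84 listed as up regulated, 63 were up regulated in VsSf, 51 in VsSm and 46 in VI (67, 54 and 46 when adjusted over the list alone), and of the 30 listed as down regulated 16, 13 and 14 were down regulated (17, 16 and 14). The authors chose these lists on the same samples, so the counts are not independent evidence of a direction. With the control and the tested group alone edgeR's test called 0, 0 and 3 of the 30 as down regulated (unadjusted p under 0.05: 21, 17 and 16; DESeq2: 9, 7 and 11). The VI count of 14 was 9 without VI replicate 2, and with the control and the tested group alone the up regulated counts were 1, 1 and 13.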

Of the 84 TF up regulated, only 13 have orthologs with known functions, indicating that TF associated with response to non self remain largely uncharacterized (Additional file 8). This figure also presents the overlap between up regulated TF genes between all three conditions. Within the TF genes up regulated in all three conditions is *Atf1*, a general stress responsive transcription factor (Lawrence et al., 2007). One of the two TF over-expressed in both VsSm and VI conditions, the two conditions resulting in *P. anserina* cell death, is *idi-4* whose overexpression initiates a cell death reaction comparable to the VI reaction (Dementhon and Saupe, 2005). However, deletion of *idi4* does not prevent cell death during VI or in presence of bacteria (not shown). 

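The gene idi-4 (Pa_6_10650) was up regulated at 2 h with S. marcescens (1.74 ± 0.26) and in VI (2.42 ± 0.26), and it was lower with bacteria than in VI (-1.19 ± 0.18). With S. fonticola at 2 h it was at 1.14 ± 0.25, a call lost without control replicate 2, without replicate 1 of S. fonticola 2 h and without either library of S. fonticola 6 h. The direct difference between the bacteria at 2 h was -0.60 ± 0.25 (adjusted p = 0.276 by edgeR's quasi-likelihood test with Benjamini-Hochberg). The protease gene pspA (Pa_1_12990), another gene first found in VI, was at 2.70 ± 0.46 in VI. Of these 2 idi genes both were called in VsSf, VsSm and VI (the same when adjusted over the list alone), and the paper named idi-4 from these samples. By edgeR with the control and the tested group alone 0, 0 and 1 were called (unadjusted p under 0.05: 2, 2 and 2; DESeq2: 0, 1 and 2). Without control replicate 2, replicate 2 of S. fonticola 2 h or any library of S. marcescens 1 was called in VsSf, and 0 without replicate 1 of S. fonticola 2 h or either library of S. fonticola 6 h, and in VsSm 1 was called without any library of a bacterium or of VI.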

A single TF expressed in presence of both bacteria has an ortholog with a known function in secondary metabolism control. Interestingly, TF genes are significantly over-represented only in the VsSf up regulated gene set (*p* = 2^*e-*4^), the only condition where *P. anserina* survives, suggesting that the ability to stimulate the expression of a large number of pathways may contribute to the resistance to bacteria. They include genes with orthologs encoding TF involved in response to stresses, regulating expression of secondary metabolite synthesis, and orthologs of *N. crassa* WC-1 and WC-2 (WC-1 and WC-2 are also up regulated in presence of *S. marcescens* but below the FC > 2 threshold) involved in response to blue light and regulation of the circadian clock (Chen et al., 2010, see below).

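WC-1 (Pa_5_6130), the blue light receptor of the pair, was at 1.28 ± 0.24 and 1.20 ± 0.24 with S. fonticola and 0.83 ± 0.24 and 0.93 ± 0.24 with S. marcescens. Its partner WC-2 (Pa_1_1870) was at 1.07 ± 0.23, 1.27 ± 0.23, 0.75 ± 0.24 and 0.98 ± 0.23. LTF1 (Pa_2_1880), a light responsive factor in Botrytis, was at 1.44 ± 0.33 with S. fonticola at 6 h. By edgeR's quasi-likelihood test with Benjamini-Hochberg the S. fonticola values passed the thresholds and the S. marcescens values did not (adjusted p = 0.0203 and 0.00789 for WC-1, 0.0292 and 0.00491 for WC-2). The direct differences between the bacteria were 0.45 ± 0.24 and 0.26 ± 0.23 for WC-1 and 0.33 ± 0.23 and 0.29 ± 0.22 for WC-2, not called by the same test, so the data do not separate the bacteria for these genes. In VI they were at 0.46 ± 0.24, not called, and 1.00 ± 0.23. Of these 3 genes, 3 were called in VsSf, 0 in VsSm (unadjusted p under 0.05: 3; DESeq2: 1) and 2 in VI, and 3, 1 and 2 when adjusted over the list alone, and as the paper chose them on these samples this is not independent evidence. EdgeR called 0 in each response with the control and the tested group alone (unadjusted p under 0.05: 3, 2 and 2; DESeq2: 1, 0 and 1). The calls were lost without replicate 2 of S. fonticola 2 h (WC-1 and WC-2 at 2 h), without replicate 1 of S. fonticola 6 h (both at 6 h), for LTF1 without control replicate 2 (0.99) or either library of S. fonticola 6 h (1.41 and 1.48), and for WC-2 at 2 h also without control replicate 1 or either library of S. marcescens 2 h, while with S. marcescens at 6 h both passed without control replicate 2, and WC-1 without replicate 1 of S. marcescens 6 h. The VI count was 1 without control replicate 1, any library taken at 2 h with bacteria or VI replicate 1, and 0 without VI replicate 2.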

We analyzed 500 bp promoter sequences using Scope (Carlson et al., 2007) to identify putative cis regulating sequences and found some that are significantly enriched or depleted in the up or down regulated gene sets (Additional file 8). Interestingly, the binding site ATGAnTCAT identified as the IDI4 target during VI (Dementhon and Saupe, 2005) is specifically enriched in the genes up regulated in presence of bacteria. We found a single GO term (autophagy) associated with putative cis regulating sequence kACGTCAb in the up regulated gene set, while all sequences enriched in down regulated gene sets are associated with GO terms, essentially related to translation and ribosomal proteins.

### Comparison to other responses

Fungal transcriptional response in BFI conditions have been investigated in a limited number of cases. Numbers of fungal genes up or down regulated in response to bacteria vary greatly depending on the nature of the interaction and the experimental set ups. For instance, few genes are regulated in *A. niger* confronted to *C. fungivorans* (Mela et al., 2011) or in *L. bicolor* confronted to *P. fluorescens* (Deveau et al., 2015), while high numbers or regulated genes are reached in *A. niger* confronted to *Bacillus* (Benoit et al., 2015) or in *R. solani* confronted to *Serratia proteamaculans* or *S. plymuthica* (Gkarmiri et al., 2015).

Recently was reported the transcriptional response of the basidiomycete plant pathogen *R. solani* to bacterial species *S. proteamaculans* and *S. plymuthica* used as bio-control agents (Gkarmiri et al., 2015). In both of these BFIs fungal growth toward the bacteria stops and the fungal reaction including cell swelling and increased septation appears similar to what we observed in *P. anserina* in response to *S. marcescens* and *S. fonticola*. We thus compared the fungal transcriptional responses. From the 3228 *R. solani* genes found to be up or down regulated in response to *Serratia* species, we found 712 genes with an ortholog in *P. anserina* as identified by a reciprocal best hit approach. We then counted the orthologous gene pairs up or down regulated in response to bacteria in both fungal species (Table 5). Orthologous gene pairs up regulated by *Serratia* species in both fungi are over represented in the set of up regulated *R. solani* genes. As well, orthologous gene pairs down regulated in response to bacteria in both fungi are over represented in the set of *R. solani* genes down regulated in response to bacteria. Thus, *R. solani* and *P. anserina* up and down transcriptional responses to *Serratia* species overlap. However, the overlap is significantly more important for the down regulation than for the up regulation as on average the proportion of down regulated orthologous gene pairs represents twice that of up regulated genes. For example 60 out of 220 *R. solani* up regulated genes in response to *S. plymuthica* have orthologs in *P. anserina*, while 114 out of 224 *R. solani* genes down regulated in response to the same bacteria have orthologs in *P. anserina*. Pfam-A protein domain annotation and GO term associated with the orthologous gene pairs down regulated in both fungal species are related to growth, development, gene expression and protein synthesis, while up regulated genes are associated with metabolic processes (Additional file 8). Note that within the orthologous gene pairs regulated in both fungal species we found the expected number of genes also regulated during VI (Table 5). Overall, these results are in accordance with the idea that fungal responses to antagonistic bacteria include a growth arrest associated with the down regulation of genes required for development, DNA, RNA, and protein synthesis. It also includes the stimulation of expression of a common set of genes completed with lineage specific genes.

**Table 5:** **Responses of *P. anserina* and *R. solani* to *Serratia* species overlap: For each *R. solani* up or down regulated genes sets in response to *S. Plymuthica* or *S. proteamaculans* with orthologs in *P. anserina* (numbers in brackets) we counted genes up or down regulated in response to bacteria in *P. anserina* or during VI, calculated the enrichment compared to the expected number, and the Fisher two tail *p*-value**.

***R. solani*** **vs**. ***S. plymuthica*** **AS13**			***R. solani*** **vs**. ***S. proteamaculans*** **S4**		
*R. solani* up vs. AS13 (220)	*R. solani* down vs. AS13 (224)	Down/Up	*R. solani* up vs. S4 (279)	*R. solani* down vs. S4 (352)	Down/Up
Up VsSf: 60/1.5/0.02 /*10*	Down VsSf: 114/2.9/7^*e-*14^/*79*	1.9/3.8^*e-*7^	Up VsSf: 78/1.6/0.006/*19*	Down VsSf: 178/2.9/1.6^*e-*20^ *125*	1.8/1.6^*e-*8^
Up VsSm: 55/1.6/0.02 /*12*	Down VsSm: 107/3/2.3^*e-*13^ *79*	1.9/7.3^*e-*7^	Up VsSm: 68/1.6/0.01/*19*	Down VsSm: 171/3/8.8^*e-*21^ *124*	2/1.1^*e-*8^
Up VI: 20/0.5/0.004	Down VI: 87/2.1/1.1^*e-*6^	4.2/4.8^*e-*9^	Up VI: 36/0.7/ns	Down VI: 144/2.2/4.5^*e-*11^	3.2/7.4^*e-*9^

*(Number/Enrichment/p-value). We also report for orthologous gene pairs regulated in both fungal species the number of genes regulated during VI (Numbers in italics). The Down/Up columns reports the ratio of the down to up enrichment factors, and the Fisher two tail test p-value*.

In a *P. anserina* colony three distinctive regions of the mycelium can be distinguished corresponding to an outward region were growth occurs, an intermediate region were most of the sexual development takes place, and a central region were growth has stopped. Gene expression in these three zones has been examined and compared to each other (Bidard et al., 2012). We compared differential gene expression in *P. anserina* in response to bacteria or during incompatibility to gene expression in the different regions of the mycelium obtained by Bidard and colleagues. Genes expressed at a higher level in the growing part of the mycelium (zone 1) are enriched in genes down regulated in presence of bacteria or VI, which was expected as these are essentially related to development and growth. Perhaps more surprisingly, genes expressed to a higher level at the center of the fungal colony (in stationary phase) are significantly enriched in genes up regulated in presence of bacteria or during VI, and depleted in genes down regulated in the same conditions (Additional file 10A). These data suggest that when *P. anserina* enters stationary phase, it expresses genes required in reaction to non self, possibly preserving older mycelium from being exploited by invasive microorganisms.

*P. anserina* orthologs of *N. crassa WC-1* and *WC-2* are up regulated in response to bacteria. In *N. crassa* transcription factors WC-1 and WC-2 form the White Collar Complex (WCC) required for gene expression in response to blue light and to regulate circadian rhythm (Chen et al., 2010). We observed a significant overlap between response to bacteria in *P. anserina* and WCC dependent response to blue light in *N. crassa* as reported in Additional file 10B. We also compared *P. anserina* transcriptional responses to VI in *N. crassa* and found a significant but limited overlap between VI conditions as already reported (Additional file 10C, Bidard et al., 2013).

### A multilayered response to non self

In plants and animals, induction of the full innate immune response results from the detection of multiple signals, including detection of conserved pathogen associated molecular patterns (PAMP) through transmembrane receptors, and danger signals detected by cytoplasmic NLRs (Stuart et al., 2013). In our experimental set up, responses to bacteria initiated without any contact thus detection likely involves diffusible molecules. For instance bacteria are known to produce outer membrane vesicles composed essentially of lipopolysaccharides, a classical PAMP to which *P. anserina* reacts (unpublished). Detection could also occur through danger signals generated by diffusible toxins. In contrast, VI condition is initiated by cytoplasmic NLR thought to mimic detection of a cytoplasmic danger signals (Paoletti and Saupe, 2009; Bastiaans et al., 2014).

From Pfam-A or GO annotations we identified biological functions up or down regulated in response to non self that are summed up in Figure 9. All three conditions result in a growth arrest that is reflected by functions encoded by the down regulated genes mostly related to protein synthesis and growth. The conserved up regulated functions common to all three conditions are common in responses to stress (HK signaling, autophagy) and biotic interactions (autophagy and secondary metabolites). Interestingly, all functions specifically up regulated in response to one or both bacteria (SSPs, response to oxidative stress and light response, and response to fungicide through HK signaling, MFS transporters, vacuolar pH regulation) could promote fungal cell survival. For instance, *P. anserina* expresses more transcription factors and MFS transporters and survives better in response to *S. fonticola* than in response to *S. marcescens*, and difference in gene expression and survival may be dependent on the arsenal of bacterial pathogenicity effecters they produce (Guichard et al., 2014). In contrast, most functions specifically up regulated in the VI reaction seem to promote fungal cell death. The HET domain is an activator of a VI-like cell death (Paoletti and Clavé, 2007), HeLo and HeLo like domains act as pore forming toxins (Daskalov et al., 2015). Except for a few NLR controlling VI (Saupe et al., 1995; Espagne et al., 2002; Choi et al., 2011) fungal NLR functions have not been characterized but they often display HET or HeLo N-terminal effector domains. LysM domain function has not been defined in fungi, but it is known to bind sugars and promote immune responses in plants (Miya et al., 2007; Gimenez-Ibanez et al., 2009; Tanaka et al., 2013; Akcapinar et al., 2015). From these observations, one might propose that like plants and animals, fungi are endowed with a multilayered innate immune system that can be sequentially activated depending on the signals detected. Detection of conserved bacterial PAMPs from long range may initiate a robust and fairly conserved response whose aim is to promote fungal survival while making life of the pathogen difficult. Indeed most fungi will encounter all sorts of bacteria during their life time which will require a global response to keep them at bay. This would be comparable to the plant PTI (Jones and Dangl, 2006). Then, adapted bacteria may be able to subdue this first line of defense through the action of specifically evolved effectors. Detection of the resulting danger signals would then initiate the ultimate fungal response by triggering a localized cell death reaction through NLR signaling to restrict further invasion of the entire mycelium in a response similar to the plant Hypersensitive Response (Jones and Dangl, 2006). Positive feedback on NLR encoding genes, and standalone N-terminal effecter genes, could ensure robustness of the response by initiating multiple death pathways thereby preventing pathogens from developing inhibitors of a single pathway.

**Figure 9:**
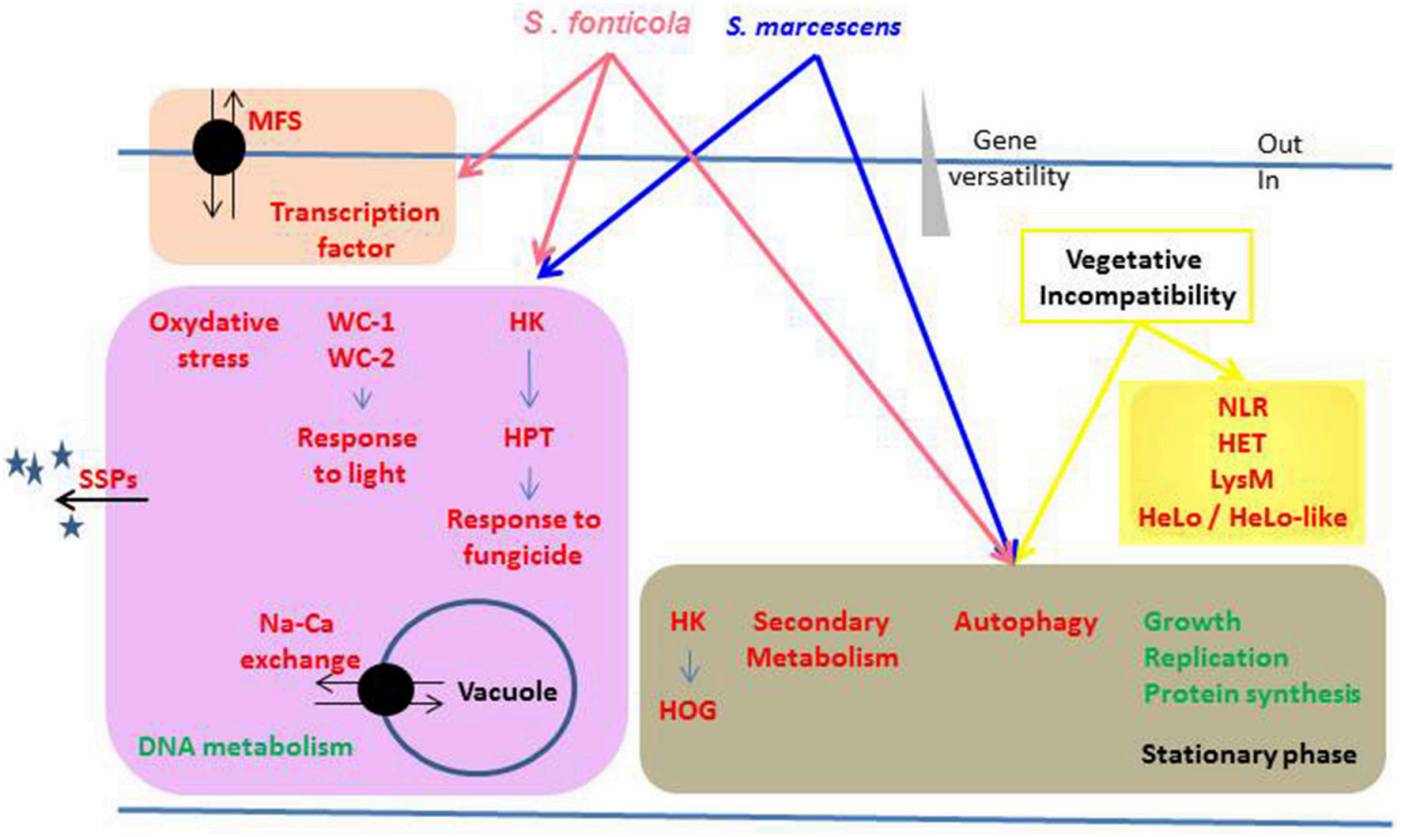
**Overview of the biological functions regulated in response to non self**. Biological functions or pathways significantly enriched in up (red) or down (green) regulated gene sets in response to different non self signals are represented. Functions differentially regulated by the same non self signals are grouped in colored boxes, arrows indicating the inducing conditions.

As for plants and animals responses to pathogenic non self, simply considering the number of genes commonly up or down regulated in response to bacteria or during VI reveal that the different layers of the immune response largely overlap in *P. anserina*. In addition, in all three conditions, versatile genes thought to define adaptive traits (Wapinski et al., 2007) are over-represented in up regulated gene sets. This trend is particularly clear in the VI conditions that result in the activation of additional genes in the most versatile categories. A response to non self thus seems to induce mostly adaptive genes, however the detection of conserved PAMPs initiates a more general response than detection of intracellular signals through lineage specific NLR receptors to detect adapted pathogens and require a more specific response.

## Author contributions

ML, WD, AB, and MP designed and conducted the experiments, SS and MP contributed to the writing of the paper.

## Funding

This work was funded by ANR grant “MYKIMUN” number ANR 11 BSV3 109 01.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Overlapping Podospora anserina Transcriptional Responses to Bacterial and Fungal Non Self Indicate a Multilayered Innate Immune Response
**Source:** Front Microbiol. 2016 Apr 19;7:471. doi: 10.3389/fmicb.2016.00471
**Supplement:** Supplementary file 2

| Complex | S. cerevisiae | P. anserina | VsSf | VsSm | VI |
| --- | --- | --- | --- | --- | --- |
|  | Atg1 | Pa_7_10890 | up | up | up |
| ATG1 | Atg13 | Pa_0_1500 | up | up | Up |
| complex | Atg17 | Pa_7_4900 | _ | _ | _ |
|  | Atg29 | Pa_1_19480 | _ | _ | _ |
|  | Atg31 | _ | _ | _ | _ |
| Atg9 | Atg2 | Pa_2_12950 | up | up | up |
| cycling | Atg9 | Pa_5_5550 | up | up | up |
| system | Atg18 | Pa_6_3970 | _ | _ | up |
|  | Vps34 | Pa_1_20030 | _ | _ | _ |
| PtdIns3K | Vps15 | Pa_6_1830 | up | _ | up |
| complex | Vps30/atg6 | Pa_1_11020 | up | up | up |
|  | Atg14 | _ | _ | _ | _ |
|  | Atg8 | Pa_3_5250 | up | up | up |
| Atg8 Ubl | Atg7 | Pa_2_1770 | up | up | up |
| Conjugation | Atg3 | Pa_1_20610 | up | up | up |
| system | Atg4 | Pa_5_5430 | up | up | up |
|  | Atg12 | Pa_4_7460 | up | _ | _ |
| Atg12 ubl | Atg7 | Pa_2_1770 | Up | up | up |
| conjugation | Atg10 | _ | _ | _ | _ |
| system | Atg16 | Pa_7_6440 | _ | _ | _ |
|  | Atg5 | Pa_2_160 | _ | _ | _ |

Adapted from Feng Y., He D., Yao Z. and Klionsky D.J.in Cell Research (2014) 24:24-41

# Supplementary material for: Overlapping Podospora anserina Transcriptional Responses to Bacterial and Fungal Non Self Indicate a Multilayered Innate Immune Response
**Source:** Front Microbiol. 2016 Apr 19;7:471. doi: 10.3389/fmicb.2016.00471
**Supplement:** Supplementary file 5

**Supplementary figure 7: Histidine Kinase Signalling**

Histidine kinase (HK) function as sensors for external or internal stimuli and are able to activate response pathways either directly, or in two component system via phosphotransfer protein (HPT) . In filamentous fungi HK often respond to alteration of cell wall, osmotic or oxidative stress and can activate the High Osmolarity Glycerol (HOG) MAP kinase. *P. anserina* genome encodes for 12 HK, six of which are up regulated in presence of bacteria along with the single HPT encoding gene (Additional file 6). In VI 5 of these HK genes are up regulated. In *A. nidulans* the HK NikA is the target of the fungicide (fludioxonil) that activates transcription of 283 genes , 248 of which have orthologues in *P. anserina*. These orthologues are overrepresented (2.1 folds, Additional file 6) in up regulated VsSf and VsSm gene sets but not during VI. We also note that the gene Pa_1_23930 encoding a MAP kinase orthologous to *HogA*, and Pa_2_1280 encoding an orthologue of the transcription factor ATF1 controlled by the HOG pathway are up regulated in response to bacteria and during VI. 

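Pa_1_23930 (HogA) was up regulated with S. fonticola (1.72 ± 0.22 and 2.04 ± 0.22), with S. marcescens (1.54 ± 0.22 and 1.88 ± 0.22) and in VI (1.32 ± 0.22). Pa_2_1280, orthologous to the stress factor Atf1, was at 2.21 ± 0.25, 1.81 ± 0.24 and 1.66 ± 0.24 in the same order up to S. marcescens at 2 h and 1.28 ± 0.24 in VI. HogA is the MAP kinase of the HOG pathway, and Atf1 binds the promoters of stress genes. Of the 5 HK and HOG genes named by the paper, 5 were up regulated in VsSf, 5 in VsSm and 2 in VI, also when adjusted over the list alone, and edgeR's direct test of bacteria against VI called 0 (unadjusted p under 0.05: 3 higher with bacteria; DESeq2: 0). The paper chose these genes on the same samples, so the counts are not independent evidence. The median difference between the control libraries was -0.440. The VsSm count was 3 without either library of S. marcescens 6 h, and the VI count 4 without control replicate 2. By edgeR with the control and the tested group alone 1, 0 and 0 were called (unadjusted p under 0.05: 5, 5 and 3; DESeq2: 5, 4 and 2).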

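The kinase Pa_3_8500 was up regulated at 6 h with S. fonticola (1.83 ± 0.33), and the phosphotransfer gene Pa_3_7200, whose product passes the signal on from histidine kinases, at 6 h with S. fonticola (1.76 ± 0.20) and S. marcescens (1.50 ± 0.20). In VI they were at 1.08 ± 0.32 and 0.52 ± 0.20, neither called by edgeR's quasi-likelihood test with Benjamini-Hochberg (adjusted p = 0.0136 and 0.0424). The kinase Pa_1_10100 was at 2.00 ± 0.35 with S. fonticola at 2 h and 1.03 ± 0.34 in VI. The paper proposes from such genes and from the orthologs of genes that answer to the fungicide fludioxonil that HK activate the phosphotransfer protein in response to bacteria. The direct differences between bacteria and VI, in the order Pa_3_8500, Pa_1_10100 and Pa_3_7200, were 0.40 ± 0.26, 0.60 ± 0.28 and 0.75 ± 0.16, not called by the same test. The call of Pa_1_10100 was lost without either library of S. fonticola 2 h, and in VI both kinases were called without control replicate 2 (Pa_3_8500 at 1.63 and Pa_1_10100 at 1.82). The fludioxonil list was not analysed here.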

Although HK are known to cross talk with many pathways, it is tempting to hypothesize that in response to bacteria HK Pa_3_8500 and Pa_1_10100 activate the HPT Pa_3_7200 and a response similar to the response to fludioxonil in a HOG independent pathway, while other HK signals stress response through the HOG pathway.

# Supplementary material for: Overlapping Podospora anserina Transcriptional Responses to Bacterial and Fungal Non Self Indicate a Multilayered Innate Immune Response
**Source:** Front Microbiol. 2016 Apr 19;7:471. doi: 10.3389/fmicb.2016.00471
**Supplement:** Supplementary file 8

**Supplementary figure 10A: Comparison of the transcriptional response to non self to the *P. anserina* transcriptome in stationary phase**

In their study, Bidart and co-authors (Fungal Genetics and Biology 49, p643-652, 2012) divided a *P. anserina* fungal colony in three phenotypically distinct regions. Zone 1 at the edge of colony corresponds to growing hyphae, zone 2 corresponds to the portion of mycelium where most of the sexual development takes place and Zone 3 corresponds to a portion of the mycelium in stationary phase. They identified 7 clusters of differentially expressed genes across the fungal colony.

We found that genes differentially expressed in response to non self are over-represented in genes highly expressed in zone 3 at the center of the colony while genes down regulated in response to non self are underrepresented in the same central region. Inversely, genes repressed in response to non-self are over-represented in genes highly expressed in zone one.

|  |  | Up VsSf | | Up VsSm | | Up VI | | Down VsSf | | Down VsSm | | Down VI | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 7 clusters | Zone of maximal  expression | Nb | E (p) | Nb | E (p) | Nb | E (p) | Nb | E (p) | Nb | E (p) | Nb | E (p) |
| Down 1 (356) | 1 | 56 | _ | 55 | _ | 40 | _ | 134 | 2.2 (1.9e-9) | 123 | 2.3 (1.9e-9) | 134 | 2.1 (1e-8) |
| Down 2 (84) | 1 | 29 | 1.9 (0.02) | 27 | 1.9 (0.03) | 14 | _ | 10 | _ | 8 | _ | 18 | _ |
| Up-down 1 (29) | 2 | 0 | _ | 0 | _ | 0 | _ | 5 | _ | 4 | _ | 4 | _ |
| Up-down 2 (107) | 2-3 | 28 | _ | 23 | _ | 55 | 2.7 (8e-7) | 18 | _ | 9 | _ | 5 | 0.25 (2.3e-3) |
| Up 1 (33) | 3 | 10 | _ | 8 | _ | 13 | _ | 10 | _ | 7 | _ | 13 | _ |
| Up 2 (622) | 3 | 335 | 3.1 (1.4e-42) | 298 | 2.8 (1.5e-31) | 221 | 2 (5e-12) | 35 | 0.3 (2.5e-11) | 20 | 0.2 (5.9e-11) | 30 | 0.3 (1.2e-13) |
| Up 3 (187) | 3 | 59 | 1.8 (2.6e-3) | 54 | 1.7 (6.4e-3) | 34 | 1.9 (6.1e-4) | 35 | _ | 20 | _ | 30 | _ |

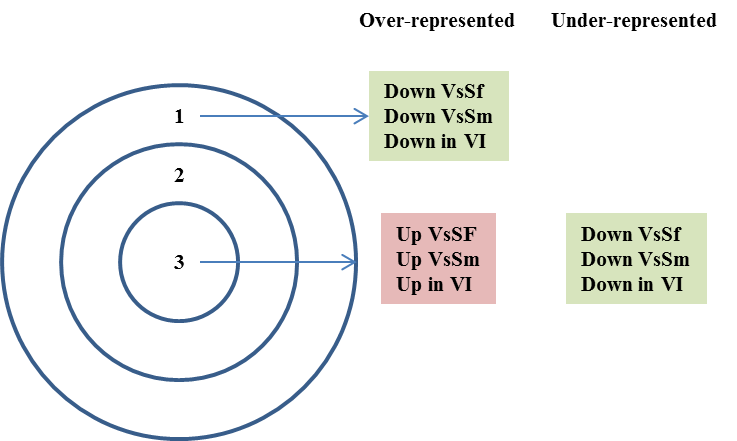

**Supplementary figure 10B :** Comparison of the transcriptional response to blue light in *N. crassa* and transcriptional response to non self in *P. anserina*.

*P. anserina* orthologues of *N. crassa WC-1* and *WC-2* are up regulated in response to bacteria. In *N. crassa* transcription factors WC-1 and WC-2 form the White Collar Complex (WCC) required for gene expression in response to blue light and to regulate circadian rhythm . The 1000 genes most up or down regulated by exposure to blue light have been identified . We analyzed the expression of their *P. anserina* orthologues in response to non self and found a clear overlap between the transcriptional response to bacteria in *P. anserina* and response to blue light in *N. crassa* for the up regulated gene sets, while no significant overlap was found with genes up regulated by VI (additional file 9B). In another study light responsive genes in *N. crassa* were divided in early and late responsive genes . Genes up regulated in presence of bacteria correspond essentially to late light responsive genes (additional file 9B). Functions associated with the corresponding genes include ROS detoxification, secondary metabolite production, glycoside hydrolases or transcription factors. Genes down regulated by blue light in *N. crassa* and genes down regulated by all three non self responses also clearly overlap (additional file 9B). Note that a relation between circadian rhythm and immune function has been proposed in plants and animals . Circadian regulation of genes involved in defense against pathogens could prepare *P. anserina* to bacteria whose activity is stimulated by exposure to light, including pathogenic bacteria . A link between response to light and response to ROS has also been proposed in *N. crassa* .

In their study, Wu and co-authors (G3, Vol 4, p1731-45, 2014) identified the 999 genes most up or down regulated after exposing *N. crassa* to blue light which have respectively 665 and 864 orthologues in *P. anserina*. We compared expression of *N. crassa* light regulated genes to their *P. anserina* orthologues in presence of bacteria, or during the vegetative incompatibility reaction.

|  | Up-regulated by blue light | | Down-regulated by blue light | |
| --- | --- | --- | --- | --- |
|  | Number of genes | E (p) | Number of genes | E (p) |
| Up VsSf | 272 | 2.35 (3e-17) | 78 | 0.5 (5e-7) |
| Up VsSm | 247 | 2.35 (1.9e-15) | 69 | 0.5 (8.5e-6) |
| Up inVI | 157 | 1.3 (ns) | 41 | 0.3 (7e-17) |
| Down VsSf | 69 | 0.6 (3.9e-4) | 421 | 2.75 (0) |
| Down VsSm | 53 | 0.5 (3.2e-4) | 390 | 3 (0) |
| Down in VI | 102 | 0.85 (ns) | 432 | 2.8 (0) |

E=Enrichment compared to expected, p=Two tails Fisher’s test

In a separate study, Chen and co-authors (EMBO J., 28(8), p1029-42, 2009) identified 288 genes up-regulated by blues light in *N. crassa*, 255 of which have orthologues in *P. anserina*. Based on their expression profiles they characterized the genes as Early Light Responsive (ELR) or Late Light Responsive (LLR) genes. ELR and LLR *N. crassa* genes have respectively 119 and 136 orthologues in *P. anserina*. We characterized the expression of ELR and LLR *P. anserina* orthologues in response to bacteria or during vegetative incompatibility.

|  | All Light Responsive | | ERL | | LLR | |
| --- | --- | --- | --- | --- | --- | --- |
|  | Number of genes | E (p) | Number of genes | E (p) | Number of genes | E (p) |
| Up VsSf | 133 | 2.7 (1e-14) | 43 | 2 (2e-3) | 84 | 3.5 (8.3e-14) |
| Up VsSm | 120 | 2.7 (7.6e-13) | 35 | 1.8 (9.9e-3) | 81 | 3.7 (1.3e-13) |
| Up inVI | 56 | 1.1 (ns) | 21 | 1 (ns) | 30 | 1.2 (ns) |
| Down VsSf | 24 | 0.5 (8.3e-4) | 14 | 0.6 (ns) | 3 | 0.1 (1e-5) |
| Down VsSm | 22 | 0.5 (5.8e-4) | 14 | 0.7(ns) | 2 | 0.1 (3.3e-5) |
| Down in VI | 34 | 0.7 (ns) | 16 | 0.75 (ns) | 14 | 0.6 (ns) |

E=Enrichment compared to expected, p=Two tails Fisher’s test

**Supplementary figure 10C:** Comparison of *P. anserina* response to non self to *N. crassa* response to non self.

Focusing on orthologous gene pairs we compared genes expressed in response to non self in *P. anserina* to genes differentially expressed during VI in *N. crassa* (Hutchison E, Brown S, Tian C, Glass NL.Microbiology. 2009 Dec;155(Pt 12):3957-70. doi: 10.1099/mic.0.032284-0).

|  |  |  | In *P. anserina* | | |
| --- | --- | --- | --- | --- | --- |
|  | Orthologous gene pairs | Up in Nc VI (844)  Nb / percent / pvalue | Up VsSf  Nb/ % / pvalue | Up VsSm  Nb/ % / pvalue | Up in VI  Nb/ % / pvalue |
| Up VsSF | 1164 | 149 / 12.8 / ns | - | 908 /78.1 / 0 | 428 / 36.7 / 0 |
| Up VsSm | 1023 | 129 / 12.6 / ns | 976 / 88.6 / 0 | - | 462/38.4/ 0 |
| Up in VI | 999 | 180 / 18 / 2.2e-4 | 427 / 42.8 / 0 | 393 / 39.4 / 0 | - |
|  |  | Down in Nc VI (1000)  Nb / percent / pvalue |  | | |
| Down VsSF | 1477 | 381 / 25.8 / 3.6e-5 | - | 1200 / 81.3 / 0 | 988 / 67 / 0 |
| Down VsSm | 1321 | 343 / 26 / 5.3e-5 | 1201 / 90.8 / 0 | - | 904 / 68.5 / 0 |
| Down in VI | 1634 | 447 / 27.3 / 6.1e-8 | 988 / 60.5 / 0 | 904 / 54.4 / 0 | - |

How the deposited data were processed for this re-analysis (not part of the article)

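Mycelial RNA of P. anserina was measured by sequencing of polyA libraries in 6 groups of 2 libraries: control at 2 h, S. fonticola at 2 and 6 h, S. marcescens at 2 and 6 h, and VI pooled from 1 and 3 h. The submitters' processing notes name Bowtie for alignment and RSEM for counting. Their versions, the build of the genome or transcripts, the read length and the use of strand are not given in the sources used here. The paper states that reads were assigned to annotated genes by Beckman Coulter Genomics with the Trinity pipeline. The deposited values are expected counts per gene and library, as the authors obtained them from RSEM, with no scaling between libraries. Such counts divide reads shared by similar genes, so the values of near-identical paralogs or overlapping genes are uncertain. Of 127728 values 10967 were not whole, and all were rounded to whole numbers before the tests. The 4 gene IDs with 2 rows each were summed, which left 10640 IDs. Library totals lay between 1458322 and 7942823 counts, with the lowest in the S. marcescens 2 h pair.

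Genes with too few counts were left out by edgeR's filter by group, which kept 9201 genes and removed 1439. Libraries were scaled by TMM and fitted together with edgeR 4.0.16 (quasi-likelihood test) in R 4.3.3, with 6 residual degrees of freedom, 4.50 prior degrees of freedom and a common biological coefficient of variation of 0.207. Contrasts were each group against control, S. fonticola against S. marcescens at each time, 6 h against 2 h, and the mean of the 4 bacterial groups against VI. A gene was called at an adjusted p under 0.01 (Benjamini-Hochberg) with an absolute log2FC over 1, which follows the fold change of 2 in the paper's results and legends. Its methods text gives a log2FC threshold of 2, which was tried as an alternative. VsSf and VsSm are the union of calls at 2 and 6 h, as in the paper. The steps were tested on simulated counts with the means and totals of these libraries. Of 100 genes changed 4-fold, 82 were called for S. fonticola at 2 h (8635 genes tested), 84 at 6 h (8637), 75 for S. marcescens at 2 h (8653), 75 at 6 h (8660) and 79 for VI (8645). Of 100 genes changed 2-fold the numbers were 6, 8, 5, 2 and 5 in the same order. A 2-fold change lies at the log2FC threshold itself (median absolute estimate 0.98 to 1.06), so the threshold alone drops many of these genes. Neither depth nor the number of replicates was varied. The simulated spread was pooled over all groups, while the control pair varied more, so recovery against the real controls may be lower. For the direct comparison of the bacteria, 74 and 7 genes were called at 2 h (8649 genes tested), and 76 and 6 at 6 h (8640). No simulated change was called in the wrong direction.

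Overlaps of sets were compared to the overlap of independent sets and to simulations without change that share the 2 controls. Lists were tested by Fisher's exact test and, with limma 3.58.1, by camera and fry. Every camera call was lost with an estimated correlation between genes. Fry tests only whether the genes of a list move on balance in the same direction. Gene lists came from the paper's supplementary tables or from words in the function text of those tables, which covers 2489 gene IDs (23.4%), since the copy of Additional file 1 at hand holds 1999 of 10655 genes. Lists that rest on this text were counted and not tested. Lists drawn by words hold some genes of another function, such as mitochondrial ribosomal proteins among the cytosolic ones and vacuolar subunits among those of oxidative phosphorylation, and they were kept as first written. The words for NACHT, WD40, LysM and histidine kinase genes matched none, and the single mating type gene matched was not tested for lack of counts. Gene IDs were used as deposited, and 10371 of them matched a RefSeq table that served for gene order alone.

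Contrasts, thresholds, lists and the rule for named genes were fixed before the data were examined. The rule takes every gene the paper names by ID or symbol. For each comparison with control and between the bacteria it takes the 6 up and 6 down regulated genes of largest absolute log2FC among called genes with a mean of at least 10 CPM and with both libraries beyond both of the other group, and the same number among genes of known function. From each list it takes the 4 called members of smallest adjusted p per comparison, and every member of lists of up to 20 genes. The text prints only part of these genes, picked from among them with their values in view, so the printed examples are not a random sample of the rule. Values in the paper's tables had been seen when the rule was written.

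Alternatives were DESeq2 1.42.0, RLE scaling, no filter on low counts, unadjusted p, a log2FC threshold of 2, the control and the tested group alone, edgeR's exact test, the replicate number as a block, each library left out in turn, other numbers of top genes, other window sizes and a prior count of 2. After the data were seen, thinning of all libraries to equal depth, limma-voom with library weights, the order of genes in the RefSeq table and a fit of the 8 bacterial libraries alone were added. Promoter motifs, Pfam domains, GO terms and the NLR repertoire were not analysed here, since they need a genome or tables not used here. No batch or date of sequencing is given in the sources used here.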

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

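Of the tests in this part, that of sampling noise in the control pair and the ranking over all tested genes were chosen only after the result was seen, and the test on left out replicates replaced an earlier test, on genes called at the other time, whose values were seen first.

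Bacteria and VI differed in a direct test of edgeR, in which 1401 genes were higher and 1620 lower in the mean of the 4 bacterial groups. Without VI replicate 2 the genes higher with bacteria were 863. Antioxidant genes were among them, with 17 higher with bacteria than in VI, and so were 5 genes of sulfate assimilation, of which only 1 was higher without VI replicate 2. Of the glutathione transferases 6 were higher with bacteria than in VI. The strain, the temperature and the sampling times of the VI samples differ from those of the bacterial groups, so these differences cannot be put down to VI alone. Between the bacteria at 2 h, Pa_4_3160 differed by 2.42, Pa_1_110 by -2.53 and Pa_3_110 by -1.93 (log2, S. fonticola minus S. marcescens). Each of these calls was lost when most of the bacterial libraries were left out in turn: that of Pa_4_3160 without any of them but replicate 1 of S. fonticola 2 h (2.16 to 2.67 over all libraries left out), and those of Pa_1_110 (-2.29 to -2.71) and Pa_3_110 (-1.84 to -1.99) without any library other than the controls.

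The 2 control libraries differed from each other more than any other pair (standard deviation of the log2 difference 0.919). Low depth alone is argued against, because the S. marcescens 2 h pair had fewer counts and a deviation of 0.583. A control library that belongs to a treated group is argued against as well, since the highest Spearman correlation of a control library with a treated library was 0.851, below the 0.914 between the controls. A control library part of the way into a response that depends on time may be the source: the control difference correlated with the change from 2 to 6 h at r = 0.26 across genes for S. fonticola and 0.119 for S. marcescens, between the bounds set for and against it. With S. fonticola minus S. marcescens, a contrast without a time change, it correlated at -0.229 at 2 h and 0.094 at 6 h. Correlations of this size are thus not particular to time. Whether time is the source stays open, and no handling or batch of the controls is given that could be tested.

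Shared genes were further from control with S. fonticola than with S. marcescens. The lower depth of the S. marcescens libraries is argued against at both times, because with all libraries thinned to the smallest total the share was 63.7% (up) and 65.2% (down) at 2 h, and 59.9 and 64.9% at 6 h. Choice of genes on the same libraries that are then compared is argued against as the whole source at 2 h, where the replicates left out of the choice gave 65.2 and 78.7% (replicate 1) and 69.2 and 70.7% (replicate 2), but genes called at 6 h, not all of which were called at 2 h, gave 48.8 and 39.6% at 2 h (fry, adjusted p = 0.761), so no larger response was detected in these. At 6 h the left out replicates gave 67.4 and 58.3%, and 59.8 and 49.6%, so there the choice of genes may contribute and cannot be told apart from a difference between the bacteria. With the 8 bacterial libraries alone, a fit added after the data were seen, fry called neither set of genes called at 6 h when tested at 2 h. There the up regulated set had the direction lower and the down regulated set higher with S. fonticola, away from a larger response. A larger response to S. fonticola at 2 h is a hypothesis for the genes called at 2 h alone, and without control replicate 1 the share of down regulated genes at 2 h was 40.8%.

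Among the 100 most regulated genes the 3 responses shared 41 down and 6 up regulated genes. If 1 control library with high values were the source, the down regulated number would fall to 20 or fewer without it. It was 46 without control replicate 1 and 28 without control replicate 2, between the bounds of 20 and 30. The second control library could therefore account for part of the number, and this stays open. With all libraries thinned to equal depth the down regulated number was 30.4 on average (27 to 35 over 5 draws), so it changed with depth as well. Ranked over all tested genes, as the simulated groups without change that share these controls were, the data had 33 down and 6 up regulated genes in common against 8 to 18 and 45 to 63. Spread alone sets the top 100 of the simulated groups, so these ranges do not bound what the shared control adds among genes that changed. Over all genes the covariance of the log2FC with VI exceeded the simulated value by 0.652 to 1.08.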

How the results depend on the processing

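The thinning to equal depth, the library weights, the RefSeq order, the fit of the 8 bacterial libraries alone and the ranking over all tested genes were chosen only after the data were seen. RLE scaling, no filter on low counts and the replicate block moved none of the 49 main results, by the criterion of a count within 1.5 times or a value within the replicate spread, and the scaling moved the median log2FC by 0.069 at most. Where a value below moved the cause was not tested, apart from fewer genes or libraries, which follow from the alternative itself. Same-numbered libraries share only a number: over 15 pairs of groups the correlation of their deviations had a median of 0.097 (-0.045 to 0.273), with 7 above 0.1 and 0 below -0.1, and the replicate block changed 1 of 288 gene calls (gained). Of 288 log2FC of named genes, calls lost and gained were 166 and 0 of 251 with the control and tested group alone, 31 and 3 with library weights, 17 and 0 of 251 with the exact test, 8 and 3 after thinning, 0 and 5 with DESeq2, 1 and 0 without filter, and 129 and 17 of 3456 over the left out libraries, with 0 reversed. The named genes in the text are sturdier than the rule's: of 841 called pairs of gene and comparison in the rule 291 (34.6%) lost the call without at least 1 library, and of the 223 printed 29 (13.0%). Of 24 set tests camera called 14 at an adjusted p under 0.05 and lost all of them with an estimated correlation, while fry lost 1 and gained 3. Windows of 50 and 200 genes and the RefSeq order left the clustering of up regulated genes past the threshold. The alternative for promoter motifs was not run, for lack of a genome.

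With the control and the tested group alone, up regulated genes were 309 (S. fonticola 2 h), 0 (6 h), 154 (S. marcescens 2 h), 0 (6 h) and 762 (VI), so that VsSf held 309, VsSm 154, both 149 and all 3 responses 30, with 51.8% of VsSf not in VsSm, 3.25% of VsSm not in VsSf, 19.7 and 20.1% also in VI, autophagy genes 0, 0 and 4, antioxidants 3, 2 and 0 and cluster genes 15, 10 and 52. Down regulated genes were 101, 0, 29, 0 and 223, VsSf 101, VsSm 29, both 28 and all 3 responses 19, with 72.3 and 3.45% in a single set. The tests of edgeR and DESeq2 for these zeros stand with the results above. At a log2FC over 2 they were 628, 573, 558, 540 and 1116 up, 933 and 813 in VsSf and VsSm, 714 in both, 203 in all 3, 26.4 and 28.8% also in VI, autophagy 4, 2 and 8, antioxidants 15, 16 and 3, and cluster genes 73, 64 and 85, and down 287, 636, 233, 553 and 785, 749 and 614, 557 and 389. With library weights they were 537, 692, 426, 613 and 1271 up, 935 and 756, 684 in both, 26.8% of VsSf not in VsSm, 243 in all 3, 33.8 and 35.7% also in VI, r of the up regulated 0.962, 1 gene among the top 100 up, autophagy 7 in VsSf, cluster genes 65, 55 and 83, direct calls 53 and 58 at 2 h and 1 higher with S. marcescens at 6 h, and 408 and 315 down at 2 h. The exact test gave 37.5 and 39.3% also in VI (up) and 472 and 348 down at 2 h. DESeq2 gave direct calls of 54 and 79 at 2 h and 1 at 6 h, unadjusted p 135 and 163 at 2 h and 5 and 23 at 6 h, and the 8 bacterial libraries alone 105 and 115 and 1 at 6 h. The genes in common were 1 up with a prior count of 2, 1 and 6 in the top 50 and 13 and 95 in the top 200. After thinning they were 4.2 up on average (2 to 6 over 5 draws), and 2.4 direct calls at 2 h (1 to 4) were higher with S. fonticola.

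Without each of the 12 libraries in turn, up regulated genes ranged over 832 to 1437 (S. fonticola 2 h), 909 to 1740 (6 h), 669 to 1377 (S. marcescens 2 h), 931 to 1704 (6 h), 1733 to 2200 (VI), 1515 to 2238 (VsSf), 1395 to 2073 (VsSm), 1264 to 1872 (both) and 533 to 913 (all 3), with 16.4 to 28.3% of VsSf not in VsSm, 8.91 to 19.5% the other way, and 36.3 to 46.7% and 37.9 to 48.2% also in VI. Down regulated genes ranged over 472 to 1570, 761 to 1944, 346 to 1603, 728 to 1908, 1225 to 2240, 1100 to 2305, 968 to 2159, 892 to 1971 and 594 to 1431, with 14.5 to 45.5% and 7.85 to 36.4% in a single set and 49.5 to 67.6% and 52.1 to 69.9% also in VI. The share further from control with S. fonticola was 59.4 to 71.9% (up), 54.9 to 72.2% (2 h) and 50.3 to 71.0% (6 h), and 56.4 to 74.5%, 40.8 to 76.9% and 52.7 to 75.3% (down), reversed to 40.8% at 2 h without control replicate 1. The correlation r was 0.951 to 0.964 (up) and 0.882 to 0.94 (down), the top 100 shared 5 to 10 up and 25 to 46 down, autophagy genes were 8 to 13, 7 to 11 and 11 to 14, antioxidants 20 to 26, 21 to 27 and 8 to 10, cluster genes 94 to 150, 93 to 148 and 117 to 152, and direct calls 0 to 105 and 0 to 117 at 2 h and 0 to 0 and 0 to 1 at 6 h. A lone library of a group was assumed to vary like the other groups. The depth of the S. marcescens 2 h pair limits what can be called there.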

Differences from the paper's values

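Of 83 values compared, 5 differ. The paper gives 15 genes common to the 100 most down regulated of all 3 responses, and the number here is 41. It was 15 with the control and the tested group alone, but that fit called 29 down regulated genes in VsSm and 19 in all 3, so there is no list of 100 and this is no match to the paper's number. Of the other alternatives set before the data were examined, the values without control replicate 2 (28) and without replicate 1 of S. marcescens 6 h (25) do not differ from 15 beyond the replicate error. DESeq2, RLE scaling, no filter, unadjusted p, a log2FC threshold of 2, a prior count of 2, the exact test, the replicate block and the other 10 libraries left out still differ.

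For the correlation of up regulated genes between the bacteria the paper's value is about 0.94 in Fig. 2C, read by eye, and 0.952 was found. The replicate error was 0.00585, and no error was added for the reading by eye. The correlation is within the error with a log2FC threshold of 2 (0.936) and with a prior count of 2 (0.941). All 12 left out libraries, DESeq2, RLE scaling, no filter, unadjusted p, the control and the tested group alone, the exact test and the replicate block still differ.

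At a fold change over 8 the paper's share of down regulated genes also down regulated in VI is about 21% in Fig. 3B, read by eye, for VsSf and for VsSm. Here it is 50.5% for VsSf and 58.4% for VsSm, with wide replicate errors of 24.8 and 27.1%. For VsSf, the control and the tested group alone (27.3%), the replicate block (43.7%) and the values without control replicate 2 (25.4%) or VI replicate 2 (43.0%) do not differ beyond the error, and for VsSm only that without control replicate 2 (31.3%). For both sets DESeq2, RLE scaling, no filter, unadjusted p, a log2FC threshold of 2, a prior count of 2, the exact test and the other left out libraries still differ, and for VsSm also the control and the tested group alone and the replicate block.

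Up regulated genes with the larger log2FC against S. marcescens at 6 h are about 300 in Fig. 2E, read by eye, and 472 here. The exact test (399), a log2FC threshold of 2 (180) and every library left out other than the 2 controls (267 to 447) do not differ beyond the error. DESeq2, RLE scaling, no filter, unadjusted p, a prior count of 2, the control and the tested group alone, the replicate block and the values without either control library (653 and 493) still differ.

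The paper states that the overlap with VI decreases as the fold change increases. For up regulated genes it fell here from 42.0 to 15.3% of VsSf and from 43.7 to 15.5% of VsSm between fold changes of 2 and 8. For down regulated genes it went from 62.1 to 50.5% and from 64.9 to 58.4%, but without control replicate 2 from 57.4 to 25.4% and from 60.1 to 31.3%, so how much it decreased depended on that library. The paper lists idi-4 (Pa_6_10650) as up regulated in VsSm and VI, and here it was called with S. fonticola at 2 h as well (1.14 ± 0.25), a call lost when any of 4 libraries was left out.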

Other observations

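In this part limma-voom with library weights was chosen only after the data were seen. Gene groups that the text has not described are given here with the counts of calls in VsSf, VsSm and VI. Genes of sulfate assimilation, by which sulfate is reduced for cysteine, were down regulated in VI in 5 of 5 cases and with bacteria in 3 (VsSf) and 2 (VsSm). The reductase of activated sulfate Pa_1_19700 was at -2.56 ± 0.29 with S. fonticola and -2.37 ± 0.29 with S. marcescens at 2 h, -0.79 ± 0.27 and -0.86 ± 0.27 at 6 h, where it was not called, and -2.90 ± 0.29 in VI. Sulfate adenylyltransferase Pa_1_20270 and sulfite reductase Pa_1_24300 were at -3.68 ± 0.43 and -2.68 ± 0.34 in VI, and the list also holds cysteine synthase Pa_1_11170 (-1.81 ± 0.27) and cystathionine gamma-lyase Pa_1_10800 (-1.71 ± 0.17). Glutathione transferases went up with bacteria: of 9 tested, 7 in VsSf and 8 in VsSm were up regulated, and 2 up and 1 down in VI. Pa_1_21910 was at 1.91 ± 0.33 and 2.98 ± 0.34 with S. fonticola, 3.39 ± 0.35 and 3.07 ± 0.34 with S. marcescens and -0.82 ± 0.32 in VI, and the omega type Pa_3_3640 fell in VI (-1.39 ± 0.27) and rose with S. fonticola at 2 h (2.68 ± 0.27). Most of them are also counted among the antioxidants. Of 5 alcohol dehydrogenases 3 were up regulated in VsSf and in VsSm, and the same number was higher with bacteria than in VI. Adjusted over the list alone, sulfate genes in VsSm were 3 and the other counts were equal. By edgeR's test with Benjamini-Hochberg 0 sulfate genes were up regulated (unadjusted p under 0.05: 1, 1 and 0; DESeq2: 0), 0 transferases were down regulated with bacteria (0; 0), and 0 alcohol dehydrogenases were called in VI (0; 0) or down regulated with bacteria (1 and 1; 0). EdgeR called 0, 0 and 2 sulfate genes as down regulated with the control and the tested group alone (unadjusted p under 0.05: 3, 3 and 5; DESeq2: 3, 2 and 5), and as up regulated 0 transferases in each response (8, 8 and 3; 7, 7 and 2) and 0 and 1 alcohol dehydrogenases in VsSf and VsSm (3 and 3; 3 and 2). Between the controls (replicate 1 minus 2) the medians were -0.982 for sulfate, 0.46 for the transferases and 0.643 for the alcohol dehydrogenases. Sulfate counts were 1 in VsSf without replicate 1 of S. fonticola 2 h and 1 in VsSm without replicate 1 of S. marcescens 2 h, the transferases up in VI 1 without VI replicate 1, and those down 3 without control replicate 2 and 0 without VI replicate 2. The call of Pa_1_21910 with S. fonticola at 2 h was lost without replicate 1 of that group (1.65), and that of Pa_3_3640 in VI without VI replicate 2 (-1.31). Pa_1_19700 was called at 6 h (-1.26 and -1.31) without control replicate 1, and Pa_1_21910 in VI (-1.24) without control replicate 2.

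Cytochrome P450 enzymes, which oxidize many small molecules, were up regulated in 8, 8 and 9 of 18 cases in VsSf, VsSm and VI (9, 9 and 9 when adjusted over the list alone). These were not all the same genes, since 4 were higher and 6 lower with bacteria than in VI. Pa_4_4580 was at 7.46 ± 0.61 with S. fonticola and 6.20 ± 0.65 with S. marcescens at 2 h and -0.51 ± 1.24 in VI, whereas Pa_5_360 was at 5.96 ± 0.39 in VI. Glycoside hydrolases, which cleave polysaccharides, were up regulated in 11, 11 and 7 of 39 cases and down regulated in 2, 3 and 2 (the same adjusted over the list alone), with 8 higher and 7 lower with bacteria than in VI. Pa_0_1370 was at 3.50 ± 0.65 and 3.06 ± 0.69 at 6 h, and the family 71 gene Pa_1_16350 at 4.62 ± 0.59 in VI. Genes of fatty acid use and peroxisomes were up regulated in 8 of 18 cases in VsSf and in VsSm and in 0 in VI by edgeR's test (unadjusted p under 0.05: 3; DESeq2: 0), and 6 were higher with bacteria than in VI. Down regulated members were 2, 1 and 3, namely Pa_1_19640, an enzyme of leucine synthesis, and in VsSf and VI the mitochondrial enoyl reductase Pa_1_20040, with the peroxiredoxin Pa_1_14500 in VI. Down regulated P450 genes numbered 1 in VsSf and 0 in VsSm and VI (unadjusted p under 0.05: 2 and 1; DESeq2: 0). The control medians were 0.223, 0.254 and 0.484. With the control and the tested group alone edgeR's up regulated counts were 2, 1 and 3 (P450) and 2, 2 and 3 (hydrolases). For fatty acid genes they were 1, 1 and 0 (in VI unadjusted p under 0.05: 1; DESeq2: 0). With limma-voom and library weights the up regulated counts were 3, 2 and 3 (P450), 4, 1 and 4 (hydrolases) and 4 (fatty acid genes in VsSf), and the calls given above of Pa_4_4580, Pa_0_1370 and Pa_1_16350 were lost. That of Pa_0_1370 with S. marcescens at 6 h was also lost without control replicate 1 (2.06) or either library of its group (2.99 and 3.14). Up regulated hydrolases were 17 in VsSf without control replicate 1, 7 in VsSm without either library of S. marcescens 6 h and 4 in VI without VI replicate 1. Down regulated hydrolases were 6 without control replicate 2 in each set, 4 in VsSf without any 1 of the 2 h libraries of the bacteria, 5 in VsSm without control replicate 1 and 1 in VI without VI replicate 1. Down regulated P450 genes in VsSf were 3 without control replicate 2 and 2 without replicate 1 of S. fonticola 2 h or either library of S. marcescens 2 h. The fatty acid genes down regulated in VsSf were 0 without either library of S. fonticola 6 h and 1 without any 1 of the other libraries except control replicate 1, and in VsSm 2 without control replicate 1 and 0 without control replicate 2 or either library of S. marcescens 6 h.

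Translation factors were down regulated in 5, 5 and 3 of 7 cases, and eIF-1 (Pa_1_20390) was up regulated in VI (1.06 ± 0.15). Elongation factor 1-beta (Pa_5_4910), which recharges the factor that brings tRNA to the ribosome, was at -2.33 ± 0.20 with S. fonticola at 2 h and -1.89 ± 0.20 in VI. Of 11 tRNA synthetases, which load amino acids on tRNA, 3, 2 and 3 were down and 1 up regulated in each set. Lysyl-tRNA synthetase Pa_1_1720 was at -3.55 ± 0.40 in VI, alanyl-tRNA synthetase Pa_1_15750 went up with S. fonticola at 2 h (3.48 ± 0.35), and the cysteinyl type Pa_4_4710 in VI (1.20 ± 0.18). Genes of oxidative phosphorylation were down regulated in 3, 3 and 7 of 17 cases, among them ATP synthase subunit 4 (Pa_1_17630, -1.10 ± 0.16, -1.17 ± 0.16 and -1.42 ± 0.16). The list holds vacuolar subunits, none of which was called. Adjusted over the list alone, VsSf gave 4 and the other counts were equal. EdgeR's test called 0 translation factors up regulated with bacteria (unadjusted p under 0.05: 1 and 0; DESeq2: 0) and 0 genes of oxidative phosphorylation up regulated (1, 1 and 2; 0). The control medians were -0.984, -0.616 and 0.104. With the control and the tested group alone edgeR's test called 0 down regulated genes of these lists in each response. At an unadjusted p under 0.05 they were 5, 5 and 3 (translation factors), 4, 2 and 5 (synthetases) and 6, 4 and 10 (oxidative phosphorylation). DESeq2 called 3, 3 and 1 translation factors, 2, 2 and 3 synthetases and 0, 0 and 6 genes of oxidative phosphorylation. The count of 5 translation factors was 3 in VsSf without control replicate 2, either library of S. fonticola 2 h or replicate 1 of S. fonticola 6 h, and 3 in VsSm without control replicate 2 or any 1 of the bacterial libraries, and in VI those down were 5 without control replicate 1 and 1 without control replicate 2 or either VI library, and eIF-1 was lost without control replicate 1 (0.94). Synthetases down regulated were 5, 5 and 6 without control replicate 1, 1 in VsSf without replicate 2 of S. fonticola 6 h and 1 in VsSm without replicate 2 of S. marcescens 6 h. Oxidative phosphorylation in VsSf was 5 with DESeq2, with RLE scaling, and without control replicate 1 or either library of S. marcescens 2 h.

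Other small groups had few calls, and a single library left out moved most of these counts by more than 1.5 times, so no direction is read from them. The lowest and highest counts over the 12 libraries left out in turn are given in brackets. Of 19 proteases 2 (0 to 6), 2 (0 to 5) and 5 (4 to 10) were up regulated in VsSf, VsSm and VI, and 3 (0 to 5), 1 (0 to 5) and 1 (0 to 4) down regulated, with the highest value without control replicate 1 in each case. Of 8 lipases 4 (1 to 4), 3 (2 to 4) and 2 (1 to 2) were up regulated, and 0, 1 (0 to 3) and 2 (2 to 2) down regulated (edgeR in VsSf: unadjusted p under 0.05, 3; DESeq2, 0). Proteasome genes, 7 in number, were up regulated in 1 (0 to 5), 2 (0 to 6) and 1 (1 to 4) cases, again highest without control replicate 1 and 0 without control replicate 2 in VsSf and VsSm, and edgeR called 0 down regulated (unadjusted p under 0.05: 0; DESeq2: 0), with a control median of 0.857. The 3 mitochondrial carriers, which include the magnesium transporter Pa_1_17380, were down regulated in 2 (0 to 3), 2 (0 to 3) and 3 (1 to 3) cases. Of 3 peptide synthetases 1, 1 and 2 (1 to 2) were down regulated and 1 (0 to 1) rose in VI, of 4 microtubule genes 1 (1 to 2) and 1 (1 to 2) were down regulated with bacteria and the tubulin chaperone Pa_1_23680 rose in VI (0 to 1), and of 5 genes of conidia and other structures 1 (0 to 1), 1 (0 to 1) and 1 (1 to 2) were down regulated. In the remaining directions edgeR called 0 in these groups (unadjusted p under 0.05: 0 for carriers, 0 for peptide synthetases up with bacteria, 0 and 1 for microtubule genes up with bacteria and 1 down in VI, 1, 0 and 0 for structural genes; DESeq2: 0), and 0 in any direction for the chitin synthase regulator Pa_1_14450 (1, 1 and 0, all down; DESeq2: 0). Adjusted over the list alone, proteases up in VsSm were 1 and down in VsSf 2, proteasome genes in VsSf 0, and structural genes in VsSf and VsSm 0, with all other counts equal. With bacteria, the 0 of proteases, carriers, proteasome genes and down regulated lipases came without either library of the 6 h group of the same bacterium, and without control replicate 2 for proteasome genes and for carriers in VsSm. In VI, down regulated proteases were 0, carriers 1 and peptide synthetases 1 without either VI library, and down regulated proteases were 0 and peptide synthetases 1 also without control replicate 2. Up regulated lipases in VsSf were 1 without control replicate 1, the structural genes with bacteria and the peptide synthetase up in VI were 0 without any library other than control replicate 2, and the tubulin chaperone was lost without control replicate 1 or any 2 h library of the bacteria.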
